# Epigenetic programming of estrogen receptor in adipocytes by high-fat diet regulates obesity-induced inflammation

**DOI:** 10.1172/jci.insight.173423

**Published:** 2025-08-26

**Authors:** Rui Wu, Fenfen Li, Shirong Wang, Jia Jing, Xin Cui, Yifei Huang, Xucheng Zhang, Jose A. Carrillo, Zufeng Ding, Jiuzhou Song, Liqing Yu, Huidong Shi, Bingzhong Xue, Hang Shi

**Keywords:** Endocrinology, Metabolism, Adipose tissue, Epigenetics, Obesity

## Abstract

Adipose inflammation plays a key role in obesity-induced metabolic abnormalities. Epigenetic regulation, including DNA methylation, is a molecular link between environmental factors and complex diseases. Here we found that high-fat diet (HFD) feeding induced a dynamic change of DNA methylome in mouse white adipose tissue (WAT) analyzed by reduced representative bisulfite sequencing. Interestingly, DNA methylation at the promoter of estrogen receptor α (*Esr1*) was significantly increased by HFD, concomitant with a downregulation of *Esr1* expression. HFD feeding in mice increased the expression of DNA methyltransferase 1 (*Dnmt1*) and *Dnmt3a* and binding of DNMT1 and DNMT3a to *Esr1* promoter in WAT. Mice with adipocyte-specific *Dnmt1* deficiency displayed increased *Esr1* expression, decreased adipose inflammation, and improved insulin sensitivity upon HFD challenge; mice with adipocyte-specific *Dnmt3a* deficiency showed a mild metabolic phenotype. Using a modified CRISPR/RNA-guided system to specifically target DNA methylation at the *Esr1* promoter in WAT, we found that reducing DNA methylation at *Esr1* promoter increased *Esr1* expression, decreased adipose inflammation, and improved insulin sensitivity in HFD-challenged mice. Our study demonstrated that DNA methylation at *Esr1* promoter played an important role in regulating adipose inflammation, which may contribute to obesity-induced insulin resistance.

## Abstract 2

DNA methylation at Esr1 promoter plays an important role in regulating adipose inflammation and obesity-induced insulin resistance.

## Introduction

Obesity is characterized by chronic inflammation that causally links obesity to insulin resistance/type 2 diabetes (1, 2). Adipose tissue plays a key role in the generation of inflammatory response and mediators in obesity (1, 2). Inflammatory signaling pathways in fat tissue can be activated in nutrient-rich conditions (3). However, it is still not fully understood how the inflammatory program is altered by nutrient-rich conditions that often promote obesity.

Since the original reports linking chronic inflammation in adipose tissue to obesity-induced insulin resistance, there have been numerous publications studying pathways underlying obesity-induced inflammation in metabolic dysfunctions (2). While most studies have been devoted to the evaluation of genetic pathways (e.g., ER stress, oxidative stress, ceramide formation) that mediate nutrient-induced abnormalities in metabolic tissues (2), much less is known about epigenetic mechanisms, a link between environmental factors (e.g., diets) and complex diseases (e.g., obesity and diabetes), in this process. One of the most common epigenetic regulations is DNA methylation of cytosines at mainly CpG dinucleotides, which frequently takes place in the promoter and 5′ regions of genes (4). DNA hypomethylation at gene promoters often results in transcriptional activation, while hypermethylation is often associated with gene silencing (4). De novo DNA methylation is mediated by DNA methyltransferase (DNMT) 3a and 3b. Once established, DNA methylation is then maintained through mitosis primarily by the maintenance enzyme DNMT1 (5, 6). However, recent evidence also supported a role of DNMT1 in de novo DNA methylation (7). On the other hand, DNA demethylation can be achieved by the ten-eleven translocation 1 (TET1) dioxygenase that catalyzes the hydroxylation of 5-methylcytosine (5-mC) to 5-hydroxymethylcytosine and subsequent generation of 5-formylcytosine and 5-carboxylcytosine, which are then converted to unmodified cysteines by replication-related dilution or glycosylation-mediated base-excision repair (8, 9). The key role of DNA methylation and its maintenance enzyme DNMT1 in metabolic inflammation has been revealed in our recent report demonstrating that hypermethylation at peroxisome proliferator activated receptor γ (*Pparγ*) promoter by saturated fatty acids and pro-inflammatory cytokines, levels of which are commonly elevated in obesity, promotes M1 pro-inflammatory macrophage polarization and inflammation in adipose tissue, resulting in insulin resistance in obesity (10). However, it is not clear whether and how DNA methylation plays a role in adipocyte chemotaxis and inflammation, an integral part of overall adipose inflammation.

In the present study, we tested the hypothesis that DNA methylation at estrogen receptor α (*Esr1*) promoter mediates adipocyte inflammation and chemotaxis, leading to obesity-induced insulin resistance. Using reduced representation bisulfite sequencing (RRBS) analysis, we conducted a genome-wide profiling of DNA methylation in adipose tissue of diet-induced obese (DIO) mice. From the RRBS analysis, we discovered a significant increase in DNA methylation at *Esr1* promoter, which is associated with downregulation of *Esr1* expression. We also found that *Esr1* promoter activity was differentially regulated in unmethylated versus methylated state. Using ChIP assays, we found an increased binding of DNMT1 and DNMT3a to the *Esr1* promoter in white adipose tissue of mice fed high-fat diet (HFD). We then generated adipocyte-specific *Dnmt1* and -*3a* knockout (AD1KO and AD3aKO) mice and characterized their inflammatory status and metabolic phenotypes. Finally, we used a CRISPR/RNA-guided system to specifically induce methylation/demethylation at the *Esr1* promoter and further characterized adipocyte inflammation/chemotaxis, macrophage infiltration, and insulin sensitivity in these mice challenged with HFD feeding.

## Results

### Dynamic changes of the DNA methylome in white fat of HFD-fed mice.

To study whether HFD reprograms the DNA methylome in fat tissue, we performed a DNA methylation profiling experiment in gonadal white adipose tissue (gWAT) of male mice fed with either low-fat diet (LFD) or HFD for 12 weeks using the RRBS approach (11–13). Our bioinformatic analysis showed that there were up to 1,630 differentially methylated regions (DMRs) in HFD- versus chow-fed mice. Around 44.1% of the DMRs were located in intergenic regions, with the rest of the DMRs distributed within genes including 5′-end/5′-untranslated region (5′-UTR), cDNA coding sequences (CDS), introns, and 3′-end/3′-UTR (Figure 1A). Within the genes with altered DNA methylation level, 700 genes exhibited upregulated DNA methylation rates by HFD and 211 genes exhibited downregulated DNA methylation rates by HFD. These data suggest that HFD feeding dynamically changes DNA methylome in fat, with the majority of the genes (77%) exhibiting an increase in DNA methylation status. In addition, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis suggested that genes with methylation changes were involved in various pathways, including biological process, molecular function, and cellular component (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.173423DS1).

### Methylation of the Esr1 promoter is enhanced by HFD feeding possibly via DNMT1 and DNMT3a.

Notably, our RRBS profiling indicated that methylation rate at the 5′-end of the *Esr1* promoter was significantly increased in gWAT of HFD-fed mice as indicated using the University of California Santa Cruz (UCSC) Genome Browser (Figure 1B). Since adipocyte *Esr1* has emerged as an antiinflammatory molecule in obesity (14–16), we focus on *Esr1* as the main methylation target during diet-induced obesity in this study. Interestingly, the proximal promoter and 5′-UTR of *Esr1* are enriched with CpG islands, among which 5 CpG sites are located downstream adjacent to the TATA box (Supplemental Figure 2), raising a possibility that the *Esr1* promoter might be subjected to epigenetic regulation through DNA methylation by HFD. Indeed, our pyrosequencing analysis indicated that HFD feeding significantly increased DNA methylation at several CpG sites at *Esr1* promoter in gWAT of male C57BL6J mice (Figure 1C). In consistency, the average DNA methylation rate at *Esr1* promoter in gWAT was increased in both 12-week and 24-week HFD-fed mice (Figure 1D). This was associated with downregulation of *Esr1* mRNA expression in gWAT of both 12-week and 24-week HFD-fed mice, with a more profound reduction observed in 12-week HFD-fed mice (Figure 1E). Interestingly, we observed that average DNA methylation level at *Esr1* promoter was already increased in 24-week LFD-fed mice compared with that of 12-week (Figure 1D), suggesting that besides dietary factors, aging may be another important factor that regulates DNA methylation at *Esr1* promoter, which may contribute to aging-associated metabolic dysfunction. This age-related change may contribute to the more profoundly increased *Esr1* promoter DNA methylation and more profoundly reduced *Esr1* expression observed between HFD- and LFD-fed mice at 12 weeks compared with that of 24 weeks (Figure 1, D and E). Similarly, we also found that HFD-fed female mice, like male mice, also displayed increased DNA methylation rate at *Esr1* promoter coupled with decreased *Esr1* expression in the gonadal fat depots (gWAT) (Figure 1, F and G).

We then tested whether saturated free fatty acids, whose levels are abundant in HFDs and are commonly elevated in obesity, regulate DNA methylation levels at the *Esr1* promoter. 3T3-L1 preadipocytes were differentiated and treated with palmitate (C16, 200 μM) and stearate (C18, 200 μM) for 2 days. Pyrosequencing analysis showed that stearate significantly upregulated methylation rates at individual CpG sites at *Esr1* promoter, while palmitate exerted a lesser effect (Figure 1H). To determine whether *Esr1* promoter activity is indeed regulated by methylation, we cloned a 1 kb proximal promoter region at the *Esr1* locus, including the CpG-enriched regions, into pGL3-luciferase expression vector and examined the fully methylated versus unmethylated *Esr1* promoter activity by transfecting these constructs into 3T3-L1 cells. Our luciferase assays showed that the luciferase activity of the unmethylated promoter was more than 4-fold higher than that of the fully methylated promoter (Figure 1I). Interestingly, the increased luciferase activity in unmethylated *Esr1* promoter was significantly suppressed in the presence of 200 μM palmitate or stearate (Figure 1J), further verifying that saturated fatty acids suppress *Esr1* promoter activity via regulating *Esr1* promoter DNA methylation.

To determine which DNA methyltransferases (DNMT1, 3A, or 3B) and demethylases (TET1, 2, and 3) may mediate the increased DNA methylation at the *Esr1* promoter caused by HFD feeding, we examined the binding of DNMTs to the *Esr1* promoter using ChIP assay in gWAT of mice fed with either LFD or HFD. We found that HFD feeding significantly enhanced the binding of DNMT1 and DNMT3A to the *Esr1* promoter in gWAT (Figure 2, A and B), while we could not detect any DNMT3B binding to *Esr1* promoter because of low expression (data not shown). Interestingly, HFD feeding also increased mRNA expression of *Dnmt1* and *Dnmt3a* in gWAT of HFD-fed mice (Figure 2, C and D). A similar increase was also observed in DNMT1 protein levels in gWAT of HFD-fed mice (Figure 2E). Moreover, HFD feeding also downregulated the expression of *Tet1* and *Tet2* and tended to downregulate *Tet3* expression in gWAT (Supplemental Figure 3). To further narrow down whether DNMT1 or -3A mediates *Esr1* promoter methylation, we knocked down *Dnmt1* or *Dnmt3a* in 3T3-L1 adipocytes after day 5 or day 8 of differentiation. We found that *Dnmt1* knockdown markedly promoted the expression of *Esr1* mRNA in adipocytes with *Dnmt1* knockdown at either day 5 or day 8 of differentiation, while *Dnmt3a* knockdown either had no effect on or even decreased *Esr1* expression (Figure 2, F and G). To further study how *Dnmt1* regulates *Esr1* expression in more physiologically relevant settings, we generated AD1KO mice by crossing *Dnmt1*-floxed mice (17) with adiponectin-Cre mice (18). We found that adipocytes differentiated from AD1KO mice significantly increased the expression of *Esr1* compared with adipocytes differentiated from fl/fl mice (Figure 2H). These data suggest that DNMT1 may be a key enzyme in mediating *Esr1* promoter methylation induced by HFD feeding.

### Inhibiting DNA methylation increases Esr1 expression and decreases inflammation in adipocytes.

Since *Esr1* has been implicated in the regulation of inflammatory pathways (14–16), we interrogated whether inhibiting DNA methylation could increase *Esr1* expression, thereby decreasing inflammation in adipocytes. Indeed, knockdown of *Esr1* in 3T3-L1 adipocytes (Supplemental Figure 4A) promoted the expression of inflammatory genes, such as tumor necrosis factor (*Tnfα*) and interleukin-1β (*Il1β*) (Figure 3A), while overexpression of *Esr1* (Supplemental Figure 4B) significantly suppressed these inflammatory genes’ expression (Figure 3B). We then investigated whether inhibiting DNA methylation pharmacologically by 5-aza-2′-deoxycytidine (5-aza-dC), a nucleoside-based DNMT inhibitor that induces demethylation, would cause demethylation at the *Esr1* promoter and increase its expression, leading to an antiinflammatory effect in adipose tissue. We fed 6-week-old male C57BL/6J mice with either LFD or HFD for 16 weeks to establish diet-induced obesity and then treated them with either saline or low-dose 5-aza-dC (i.p.) (0.25 mg/kg BW, 3 times per week) for 6 weeks. This low-dose 5-aza-dC treatment has been shown to exert very low toxicity as it did not change body weight and fat mass (10, 19). As expected, 5-aza-dC treatment did not change body weight and adiposity in these mice (Supplemental Figure 5, A–C). However, while 5-aza-dC treatment did not change fed glucose levels, it significantly reduced fed insulin levels, and calculated glucose × insulin products (Figure 3C), indicating 5-aza-dC treatment improved insulin sensitivity in HFD-fed mice without changes in body weight and adiposity. This was verified by ITT (Figure 3C). Interestingly, we found that HFD feeding suppressed the expression of *Esr1* in gWAT, which was restored by 5-aza-dC treatment (Figure 3D). Moreover, 5-aza-dC treatment prevented HFD-induced expression of inflammatory genes, such as *Tnfα* and *Il1β* (Figure 3D).

This was further verified with a genetic approach using *Dnmt1*-deficient adipocytes differentiated from primary preadipocytes of AD1KO. Primarily differentiated adipocytes from *Dnmt1*-deficient or fl/fl mice were treated with saturated fatty acids and pro-inflammatory cytokines, obesity-associated factors whose levels are commonly elevated in obesity. We found that the saturated fatty acids palmitate (C16) and stearate (C18) promoted inflammatory gene expression in adipocytes from fl/fl mice; this effect was prevented in adipocytes from AD1KO mice (Figure 4, A and B). Similar results were observed in *Dnmt1*-deficient adipocytes treated with TNF-α. *Dnmt1* deficiency significantly attenuated TNF-α–induced expression of inflammatory genes, including *Tnfα*, *Il6*, inducible nitric oxide synthase 2 (*Nos2*/*iNos*), and monocyte chemoattractant protein-1 (*Mcp1*) (Figure 4, C–F).

We have previously shown that inhibiting DNA methylation in macrophages by 5-aza-dC or *Dnmt1* deficiency exerts significant antiinflammatory effects (10). To further study whether the beneficial effects of inhibiting DNA methylation with either 5-aza-dC or adipocyte-specific *Dnmt1* deletion are mediated via adipocyte *Esr1*, we knocked down both *Dnmt1* and *Esr1* in differentiated 3T3-L1 adipocytes. As shown in Figure 4, G–I, knocking down *Dnmt1* significantly increased *Esr1* expression in 3T3-L1 adipocytes, with the concomitant downregulation of *Tnfα* and *Il1β*. As expected, *Esr1* knockdown in 3T3-L1 adipocytes significantly upregulated *Tnfα* and *Il1β* expression and further abolished the inhibitory effects of *Dnmt1* knockdown on these pro-inflammatory cytokines’ expression, indicating that the beneficial effects of inhibiting DNA methylation on adipose tissue are mediated by adipocyte *Esr1*.

### Adipocyte-specific deletion of DNA methylation ameliorates HFD-induced obesity, adipose inflammation, and insulin resistance.

To more specifically study the role of adipocyte *Dnmt1* in regulating adipose tissue inflammation, we generated AD1KO mice by crossing *Dnmt1*-floxed mice with adiponectin-Cre mice. As expected, *Dnmt1* mRNA and protein levels were decreased in gWAT of AD1KO mice (Supplemental Figure 6, A and B). We then further characterized the metabolic phenotypes of body weight, adipose inflammation, and insulin sensitivity in both female and male AD1KO and their control fl/fl littermate mice fed HFD. Figure 5A showed that upon challenge with HFD, there was no significant difference in body weight in female mice between the 2 genotypes. However, female AD1KO mice exhibited a significant decrease in fat mass in various fat depots (Figure 5B) with smaller adipocytes (Figure 5C), whereas no difference in liver weight was observed (Figure 5B). Using a PhenoMaster metabolic cage system, we found that female AD1KO mice exhibited higher energy expenditure (Figure 5D) with higher oxygen consumption (Supplemental Figure 6C) with no changes in locomotor activity and food intake (Supplemental Figure 6, D and E), suggesting that the enhanced energy expenditure in female AD1KO mice largely accounted for their reduced adiposity. Further, female AD1KO mice also displayed improved glucose tolerance and insulin sensitivity as assessed by glucose and insulin tolerance tests (Figure 5, E and F). These data indicate that female mice with adipocyte *Dnmt1* deficiency have reduced adiposity when fed HFD and are protected from obesity-induced insulin resistance.

To further study whether adipose tissue thermogenesis contributes to increased energy expenditure in female AD1KO mice, we measured thermogenic gene expression in brown and white adipose tissues of female AD1KO and fl/fl mice. As shown in Figure 5G, the expression of thermogenic genes, including uncoupling protein 1 (*Ucp1*), peroxisome proliferative activated receptor γ coactivator 1α (*Pgc1α*), *Pgc1β*, ELOVL fatty acid elongase 3 (*Elovl3*), cell death-inducing DNA fragmentation factor, α subunit-like effector A (*Cidea*), and epithelial V-like antigen 1 (*Eva1*) was upregulated in interscapular brown adipose tissue (iBAT). In consistency, IHC staining with anti-UCP1 antibodies also demonstrated increased UCP1 levels in iBAT of AD1KO mice (Figure 5H). In addition, the expression of several thermogenic genes and beige adipocyte markers, including *Pgc1α*; PR domain containing 16 (*Prdm16*); type 2 deiodinase (*Dio2*); cytochrome *c* oxidase subunit I (*Cox1*); acyl-Coenzyme A oxidase 1 (*Acox1*); kelch-like 13 (*Klhl13*); eosinophil-associated, ribonuclease A family, member 2 (*Ear2*); and T-box 1 (*Tbx1*), were also upregulated in gWAT of AD1KO mice (Figure 5I). These data suggest that adipocyte *Dnmt1* deletion promotes brown and beige adipocyte thermogenesis, which in turn contributes to increased energy expenditure observed in AD1KO mice.

Since *Dnmt1* deficiency suppresses adipocyte inflammation as shown above, we next examined adipose tissue inflammation in female AD1KO mice. *Dnmt1* deletion markedly decreased methylation rates on the individual CpG sites at the *Esr1* promoter as measured by pyrosequencing (Figure 6A). As expected, this was associated with an upregulation of *Esr1* expression and a reciprocal downregulation of inflammatory gene expression in gWAT of female AD1KO mice (Figure 6, B–F).

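Equal amounts of gWAT RNA from 4 female fl/fl mice and from 4 female AD1KO mice fed HFD with 60% of calories from fat were pooled by group, and each pool gave 1 sequencing library. AD1KO mice lack Dnmt1 in adipocytes, and fl/fl mice are their littermates with intact Dnmt1. The sample labels give 18 weeks on the diet. The authors' service provider sequenced mRNA, aligned clean reads to mouse mm9 and gave expression per gene as FPKM, fragments scaled by transcript length and library size, with values of 0 written as 0.01. The deposited table lists 17335 genes, of which 726 are at 0 in fl/fl and 730 at 0 in AD1KO. It holds no read counts, but it gives a P-value per gene from a Poisson comparison of the reads of the libraries. Reads per gene were estimated from FPKM, transcript length and these P-values, a step chosen after the data were seen. They sum to 17718595 reads in fl/fl and 17499752 in AD1KO. Among 5150 genes with under 100 estimated reads over both libraries, 77.3% had a P-value that the estimated reads returned to within 1%. The 95% counting intervals below are exact Clopper-Pearson intervals on these estimated reads and cover counting error only, since 1 pooled library per group leaves no measure of the spread between animals. Each log2 ratio is that of FPKM plus 0.01 in AD1KO over fl/fl, and compares the libraries with no replicate check. The added 0.01 understates the change of genes near that value that are detected in both libraries. For genes listed at 0 in 1 library it sets the ratio, which can exceed what the reads support. Ccr4, for example, has a ratio of -4.17 and an interval that ends at -0.75.

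Dnmt1 (gene 13433, chromosome 9 of mm9, 20711650 to 20757317, minus strand) was at 6.99 FPKM in fl/fl and 3.33 in AD1KO. Its log2 ratio was -1.07, with a 95% counting interval from -1.27 to -0.87, from about 637 and 300 reads. The lower level lies in the library labelled AD1KO. Esr1 (gene 13982, chromosome 10, 5340927 to 5734948, minus strand) rose from 4.82 to 8.44 FPKM, a log2 ratio of 0.81 (interval 0.65 to 0.97). The alternative that moved the log2 ratio of Dnmt1 most was a pseudocount of 1 FPKM, chosen after the data were seen, which gave -0.88.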

We further conducted RNA-Seq analysis in gWAT in female AD1KO and their fl/fl littermate mice to thoroughly characterize inflammatory status through gene expression profiling. 

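Of 17335 genes, 15839 reached 0.1 FPKM in at least 1 library. At the log2 ratio of 0.5 given in the methods, 3029 of them were lower and 2265 higher in AD1KO. Figure 7A is drawn with lines at a log2 ratio of 1, past which 1417 genes were lower and 910 higher. The whole 95% counting interval lay past 0.5 for 1305 lower and 664 higher genes. Scaling both libraries by their upper quartile in place of the deposited FPKM scale turned the balance, with 2609 genes lower and 2795 higher, and left 1071 lower and 905 higher genes with the whole interval past 0.5.

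Each of the 31 genes labelled in Figure 7A was lower in AD1KO, with log2 ratios from -3.57 to -1.0 and a median of -1.65. Their reads over both libraries ran from about 58 to 20831, and for each of the 31 the whole counting interval lay below -0.5. Il12rb1 had the largest fall, from about 115 to 9 reads (log2 ratio -3.57). Cxcl9 (chromosome 5, 92750357 to 92757105, minus strand) fell from 146 to 12.4 FPKM, a log2 ratio of -3.56 with an interval from -3.68 to -3.44. At the other end of the labelled genes, Il15 had a log2 ratio of -1.0 from about 125 and 61 reads.

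Among genes with at least 5 FPKM in 1 library, the 5 largest falls and the 5 largest rises of the log2 ratio included 7 that are listed at 0 in the other library. An unnamed transcript that the authors' table annotates as a Ccl21a precursor was at 23.1 FPKM in fl/fl, about 305 reads, and is listed at 0 in AD1KO. Plac9a was at 5.92 FPKM in fl/fl and is listed at 0 in AD1KO, while its near-identical copy Plac9b was at 124 and 136 FPKM. Gm4841, annotated as an immunity-related GTPase, fell from 12.00 to 0.38 FPKM (log2 ratio -4.94). Ltf fell from 5.09 to 0.20 FPKM (log2 ratio -4.60), and an unnamed immunoglobulin kappa transcript from 584 to 24.7 FPKM (log2 ratio -4.57). The 5 largest rises were unnamed transcripts at 15.9, 13.1, 7.69, 6.34 and 5.06 FPKM in AD1KO, listed at 0 in fl/fl, which the table annotates as a malic enzyme, a ubiquitin-ribosomal protein fusion, a polyubiquitin, a Ccl21c precursor and a predicted gene. Unnamed transcripts and copies may share reads with other genes, which was not tested for each of them, so their values are uncertain.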

The volcano plot revealed a downregulation of a panel of inflammatory/chemotactic genes in female *Dnmt1*-deficient gWAT (Figure 7A). This was consistent with the KEGG pathway analysis showing cytokine-cytokine receptor interaction, chemokine signaling pathway, and NF-κB signaling pathway among top ranked pathways identified (Figure 7B). Indeed, a hierarchical cluster analysis revealed a broad downregulation of chemotactic (e.g., chemokine [CC motif] ligand 2 [*Ccl2/Mcp1*], *Ccl3*, *Ccl4*) and pro-inflammatory genes (e.g., *Tnfα*, *Il1β*, *Nos2/iNos*) in gWAT of female AD1KO mice on HFD (Figure 7C).

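KEGG pathway membership was not analysed here, because the table gives each gene its KEGG orthology number and GO terms but no pathway. GO terms near the named pathways were counted in their place, a choice made after the data were seen. Of 12870 tested genes with a GO term, 2353 were lower in AD1KO by at least 0.5 on the log2 scale. Among 41 genes annotated with chemokine activity, 21 were lower against 7.50 expected from that share, a ratio of 2.80, and 10 were higher against 5.56 expected. All 10 higher entries are annotated as Ccl21 or Ccl27, near-identical copies that share reads. Without the 13 such entries, 19 of 28 genes were lower against 5.12 expected, a ratio of 3.71, and 0 were higher against 3.78 expected. Leaving them out also drops a rise, as the summed reads of the 8 Ccl21 entries had a log2 ratio of 0.81 (interval 0.65 to 0.98). The Ccl27 entries were not summed. Cytokine activity had 47 of 115 genes lower against 21.0 expected, and 24 higher, 4 of them such copies, against 15.6 expected. For cytokine receptor activity, 15 of 29 genes were lower (5.30 expected) and 4 higher (3.93 expected). Among 33 genes of I-kappaB kinase/NF-kappaB signaling, 14 were lower (6.03 expected) and 1 higher (4.48 expected). For 129 genes of its positive regulation the ratio of lower genes to expected was 1.57, the smallest among the 9 terms counted. C-C chemokine receptor activity had the largest ratio, 4.63, with 11 of 13 genes lower. Genes of one term are not replicates and many share terms, so no p-value is given.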

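Figure 7C draws 76 gene names, of which 75 match a symbol in the table; the name Ccr12 does not. Among the 73 genes that reached 0.1 FPKM, 73 had a log2 ratio under 0, against 53.8% of all tested genes. Their median log2 ratio was -1.23, below the medians of all 10000 random gene lists matched on mean expression, of which the middle 95% ran from -0.18 to 0.09. That is a description of these libraries for genes the study picked from them. The ratio was at or below -0.5 in 65 genes and at or below -1 in 43. The whole counting interval lay below 0 for 55 genes and included 0 for 18. Ccl19, whose ratio is the median, belongs to a family of 11 entries with ratios from -8.27 to 8.06, so its own value is uncertain. The summed reads of that family had a log2 ratio of -1.04 (interval -1.27 to -0.83). There were 10 genes with under 10 reads over both libraries. Ccr4, Cxcl11, Cxcl17 and Il2 are listed at 0 in AD1KO with about 3 to 8 reads in fl/fl. Setting those with more than 3 reads to the bound that 3 reads give, and leaving out Il2, moved the median to -1.20. The median moved most with a pseudocount of 1 FPKM, to -0.68.

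Ccl2 (gene 20296, chromosome 11, 81849073 to 81850955, plus strand) fell from 77.3 to 42.4 FPKM, a log2 ratio of -0.87 with an interval from -1.02 to -0.71. Ccl3 (gene 20302, chromosome 11, 83461346 to 83462857, minus strand) fell from 12.6 to 3.24 FPKM (log2 ratio -1.95, interval -2.49 to -1.43). Ccl4 (gene 20303, chromosome 11, 83476086 to 83478185, plus strand) fell from 12.5 to 2.77 FPKM (log2 ratio -2.17, interval -2.82 to -1.55). The intervals of Ccl3 and Ccl4 overlap, and both lie below that of Ccl2. Tnf (gene 21926, chromosome 17, 35336326 to 35338952, minus strand) fell from 4.34 to 1.60 FPKM (log2 ratio -1.43, interval -1.97 to -0.91). Nos2 (gene 18126, chromosome 11, 78734289 to 78773756, plus strand) was at 2.14 and 1.52 FPKM, a log2 ratio of -0.49 that falls short of the 0.5 threshold, with an interval from -0.87 to -0.12. Il1b (gene 16176, chromosome 2, 129190306 to 129196875, minus strand) was at 1.19 and 0.83 FPKM from about 26 and 18 reads. Its log2 ratio of -0.51 had an interval from -1.47 to 0.41, so a difference was not detectable at this depth, and under trimmed mean of M-values scaling it was -0.47, short of the threshold. The paper names these genes as examples. From its hierarchical cluster analysis it states that chemotactic and pro-inflammatory genes are broadly downregulated in gWAT of HFD-fed female AD1KO mice. It also reports lower Tnf, Il1b and Nos2 by qPCR in this tissue, with 6 mice per group (Figure 6). Averaged from its supporting data, those log2 ratios are -1.34 for Tnf, -1.03 for Il1b and -1.22 for Nos2.

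**Figure D1:**
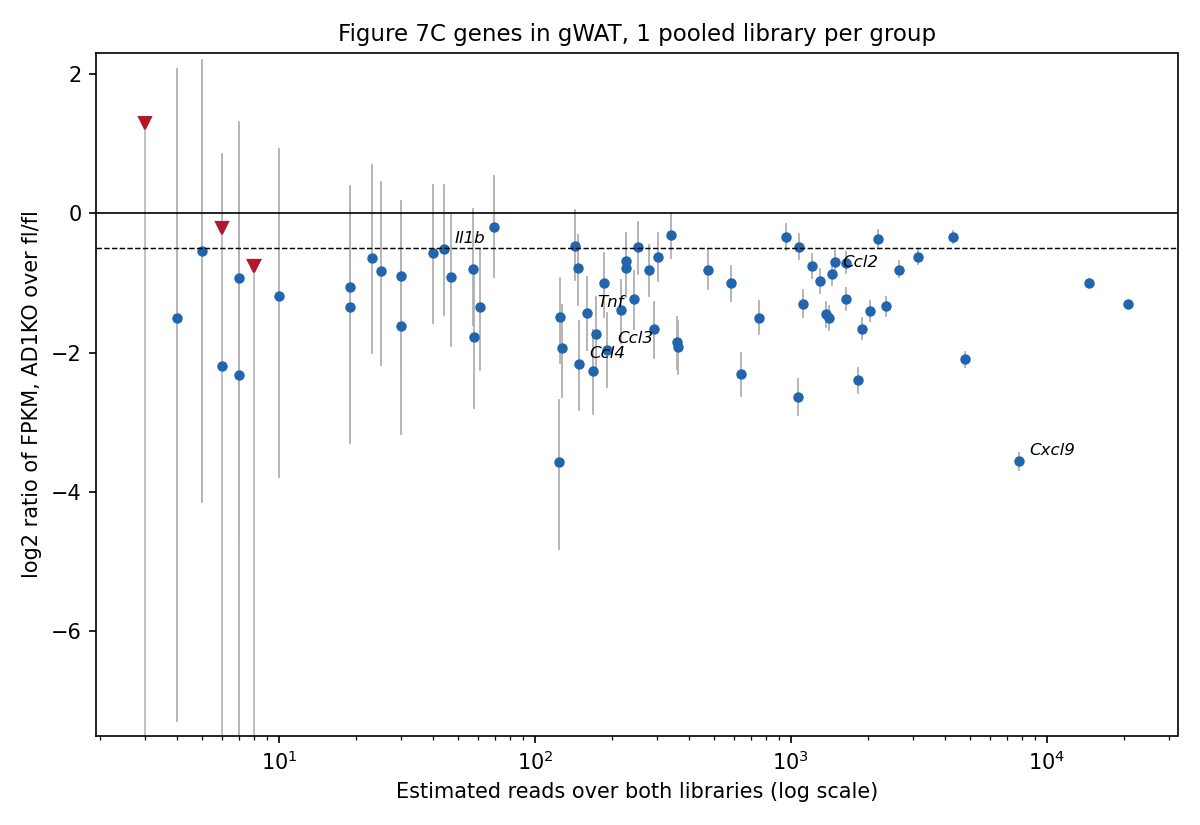
Each of the 73 tested genes of Figure 7C is plotted by its estimated reads over both libraries (log axis) and the log2 ratio of FPKM in AD1KO over fl/fl. Blue points are genes detected in both libraries with their 95% counting interval as a grey bar, red triangles mark the upper end of the interval for the 4 genes listed at 0 in AD1KO, bars are clipped at the plot's edges, and the dashed line is at -0.5. Intervals are wide at low reads and 18 of them reach 0.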

We further assessed the status of macrophage infiltration into adipose tissue in female AD1KO mice. Histochemical staining with antibodies against macrophage marker CD68 revealed a substantial decrease of adipose tissue macrophage (ATM) content in gWAT of female AD1KO mice compared with that of fl/fl mice (Figure 8A). This was further verified by FACS analysis, which showed a significant reduction of F4/80^+^ ATMs, F4/80^+^CD11C^+^ double-positive ATMs, and CD8^+^ T lymphocytes, as well as a tendency of decreased B220^+^ B lymphocytes in adipose tissue stromal vascular fraction cells in gWAT of female AD1KO mice compared with that of fl/fl mice (Figure 8, B and C). These data suggest that adipocyte *Dnmt1* deletion reduces macrophage and lymphocyte infiltration in adipose tissue, thereby suppressing adipose inflammation.

We also characterized metabolic phenotypes of male AD1KO mice. There was no difference in body weight (Supplemental Figure 7A) and fat mass (Supplemental Figure 7B) between male AD1KO mice and their littermate control fl/fl mice. However, male AD1KO mice displayed a slight improvement in GTT (Supplemental Figure 7C). Quantitative PCR analysis also showed a slight decrease in the expression of *Il6* (Supplemental Figure 7D).

We generated AD3aKO mice by crossing *Dnmt3a*-floxed mice (20) with adiponectin-Cre mice (18) and observed around 75% reduction of *Dnmt3a* expression in gWAT of AD3aKO mice (Supplemental Figure 8A). HFD-fed female AD3aKO mice did not show differences in body weight, fat pad weight, glucose tolerance/insulin sensitivity, *Esr1* expression, and inflammatory gene expression in WAT (Supplemental Figure 8, B–E). There was also no difference in body weight between HFD-fed male AD3aKO and fl/fl mice (Supplemental Figure 9A). However, HFD-fed male AD3aKO mice had slightly improved glucose tolerance and insulin sensitivity (Supplemental Figure 9, B and C), with no changes in the expression of *Esr1* and inflammatory genes in gWAT (Supplemental Figure 9D).

### Targeted methylation at the Esr1 promoter regulates adipocyte inflammation/chemotaxis and insulin sensitivity.

Our data thus far suggest a key role of DNMT1 in the regulation of adipocyte inflammation and insulin sensitivity; however, it is not clear whether specific methylation at the *Esr1* promoter mediates the effect of DNMT1 in these processes. In addition, DNMT1 may have many downstream targets that confound the metabolic phenotypes observed in AD1KO mice. We therefore employed a modified CRISPR/RNA-guided system (21, 22) to specifically induce methylation/demethylation at the *Esr1* promoter. We first tested several single guide RNAs (sgRNAs) that surround the CpG sites at the *Esr1* promoter. We infected 3T3-L1 adipocytes with lentivirus expressing sgRNAs (Scramble or *Esr1* targeting) and dCas9-DNMT3a or dCas9-TET1 with *Esr1* mRNA as the readout. We identified 1 sgRNA (S7) that mediated the most potent inhibition or stimulation of *Esr1* expression for dCas9-DNMT3a and adCas9-TET1, respectively (Supplemental Figure 10).

To mimic the physiological milieu of adipose tissue where ATMs are recruited to fat tissue and constantly interact with adipocytes in a paracrine fashion, we examined adipocyte chemotaxis by a macrophage migration assay. We employed a coculture system where RAW264.7 murine macrophages were grown in Transwell inserts, which were then placed into lower well chambers containing differentiated L1 adipocytes infected with lentivirus expressing dCas9-DNMT3a or dCas9-TET1 along with S7 sgRNA. We found more macrophage migration in Transwells cocultured with adipocytes infected with dCas9-DNMT3a and S7 sgRNA (Figure 9A). Meanwhile, the adipocytes infected with lentivirus expressing dCas9-DNMT3a and S7 sgRNA displayed enhanced pro-inflammatory gene expression over control adipocytes expressing scramble nontargeting sgRNA (Figure 9B). In contrast, we observed less macrophage migration in Transwells cocultured with adipocytes infected with dCas9-TET1 and S7 sgRNA (Figure 9C). The adipocytes expressing dCas9-TET1 and S7 sgRNA exhibited a significant decrease in pro-inflammatory gene expression (Figure 9D). These data suggest that DNA methylation at the *Esr1* promoter regulates adipocyte inflammation and chemotaxis.

To further investigate the role of DNA methylation at the *Esr1* promoter in the regulation of adipocyte inflammation and insulin sensitivity in vivo, we surgically injected lentivirus expressing dCas9-TET1 plus either the targeting S7 sgRNA or the scramble nontargeting sgRNA into gWAT of female C57BL6/J mice. Animals were then put on HFD for 12 weeks and were characterized for their metabolic phenotypes and adipose tissue inflammation. We successfully infected the fat depots with lentivirus expressing dCas9-TET1 as shown by mCherry IHC staining (Supplemental Figure 11A). Mice injected with lentivirus expressing dCas9-TET1 and S7 sgRNA had no difference in body weight (Supplemental Figure 11B); however, they exhibited improved glucose tolerance and insulin sensitivity as assessed by glucose and insulin tolerance tests compared with mice injected with lentivirus expressing dCas9-TET1 and scramble sgRNA (Figure 10, A and B). Moreover, lentiviral infection with dCas9-TET1 and S7 sgRNA increased *Esr1* gene expression in gWAT (Figure 10C). This was associated with decreased expression of inflammatory genes, such as *Tnfα* and *Il1β*, in gWAT (Figure 10C). FACS analysis also revealed a significant reduction of F4/80^+^ ATMs, F4/80^+^CD11C^+^ double-positive ATMs, and CD8^+^ T lymphocytes in gWAT of HFD-fed mice injected with lentivirus expressing dCas9-TET1 and S7 sgRNA (Figure 10, D and E).

## Discussion

In this study, we tested the hypothesis that epigenetic regulation at the *Esr1* promoter by HFD feeding, which often causes obesity, mediates adipocyte inflammation and chemotaxis, leading to obesity-induced insulin resistance and type 2 diabetes. The premise of this hypothesis stems from several prior observations. For one, chronic inflammation is a key link between obesity and insulin resistance/type 2 diabetes, and adipose tissue plays an important role in obesity-induced inflammation and insulin resistance (1, 2). Second, inflammatory signaling pathways in adipose tissue can be activated in nutrient-rich conditions (e.g., HFD feeding) (3). However, it is not fully understood how HFD feeding alters the inflammatory program. Our study demonstrates that enhanced DNA methylation at the *Esr1* promoter by HFD plays an important role in mediating exaggerated adipose chemotaxis and inflammation, which may contribute to obesity-induced insulin resistance and type 2 diabetes.

Estrogen receptors (ESRs or ERs), members of the nuclear receptor family, play a pivotal role in various metabolic and developmental processes, including metabolism, glucose homeostasis, differentiation, cell proliferation, and immune-regulatory and antiinflammatory function (14). There are 2 isoforms of ERs: ERα and ERβ, which are encoded by *Esr1* and *Esr2* genes, respectively (14). ERα (ESR1) is the predominant form in adipocytes (14). Evidence shows that ERα/ESR1 in the brain regulates food intake and energy metabolism (23). Mice with whole-body deficiency of *Esr1* develop insulin resistance, suggesting a protective role of *Esr1* in insulin sensitivity (24). In addition, *Esr1* has an antiinflammatory function in immune cells because of its ability to interfere with the NF-κB pathway (14). Recent studies have also demonstrated the antiinflammatory role of *Esr1* in adipocytes (14–16). Genetic ablation of *Esr1* in adipocytes enhances adipose inflammation and macrophage infiltration, which might be mediated by increased *Mcp1* expression in adipocytes because of *Esr1* deficiency (15, 16). This may contribute to *Esr1*’s protective effect on insulin sensitivity (24). Here we discovered that HFD feeding significantly increased the binding of DNMT1 at the *Esr1* promoter, which resulted in increased DNA methylation at the *Esr1* promoter and subsequent downregulation of *Esr1* expression (Figure 2A). Indeed, we found *Dnmt1* deficiency in adipocytes increased *Esr1* expression, resulting in decreased adipocyte chemotaxis. AD1KO mice with *Dnmt1* deficiency in adipocytes displayed increased *Esr1* expression, decreased adipose inflammation, and improved insulin sensitivity upon HFD challenge. The antiinflammatory effect of *Dnmt1* deficiency can be attributed to the decreased DNA methylation at the *Esr1* promoter, because specifically reducing DNA methylation at the *Esr1* promoter using a modified CRISPR/RNA-guided system increased *Esr1* expression, decreased adipose inflammation, and improved insulin sensitivity in mice fed HFD, essentially recapitulating the phenotype of AD1KO mice.

Accumulating evidence suggests that epigenetic regulation plays a significant role in the development of obesity and its related disorders, such as type 2 diabetes (25–29). However, relatively few studies address the role of epigenetics, particularly DNA methylation, in obesity-induced inflammation. We recently reported that inhibiting DNA methylation pharmacologically by 5-aza-dC ameliorated atherosclerosis in low-density lipoprotein receptor–knockout (*Ldlr*^–/–^) mice (30). This was associated with attenuated macrophage migration and adhesion to endothelial cells and reduced macrophage infiltration into atherosclerotic plaques (30). We also found that *Dnmt1* and *Dnmt3b* expressed in macrophages regulate macrophage polarization and inflammation, which further affects insulin sensitivity in vivo and in vitro (10, 31). Here we demonstrated a key role of adipocyte DNA methylation in mediating adipocyte chemotaxis and inflammation. Our data indicate that enhanced DNA methylation at the *Esr1* promoter by HFD suppresses *Esr1* expression in adipocytes, which may dampen its antichemotactic function and thus increase macrophage infiltration into adipose tissue. Meanwhile infiltrated macrophages in adipose tissue may undergo a phenotypic change toward a more pro-inflammatory spectrum via an epigenetic mechanism involving DNA methylation. Enhanced DNA methylation at the *Pparγ* promoter by HFD decreases *Pparγ* expression in ATMs, promoting M1 macrophage polarization and inflammation (10, 31). It has been well documented that in the fat tissue, adipocytes and macrophages interact synergistically to generate inflammatory response and mediators in obesity (1, 32–35). Our study helps us further understand adipose tissue inflammation from the perspective of epigenetic regulation.

Although DNMT1 is traditionally viewed as a maintenance enzyme that maintains DNA methylation patterns in dividing cells, several lines of evidence have pointed to a role for Dnmt1 beyond just maintaining methylation (7, 36). DNMT1 may also be involved in participation of de novo methylation on double-stranded DNA via a synergistic action along with other DNA methyltransferases (7, 37, 38). Since adiponectin-Cre we used to delete DNMT1 in adipocytes is primarily expressed in mature adipocytes (39), it is likely that DNMT1 exerts its pro-inflammatory function primarily by participating in de novo DNA methylation processes in adipocytes.

It is noteworthy that female AD1KO mice on HFD exhibited a stronger phenotype in improved insulin sensitivity and adipose inflammation than male AD1KO mice. Although the reason is not clear, estrogen as the ERα/ESR1 ligand may play a role. The presence of estrogen may synergistically activate the enhanced expression of *Esr1* caused by *Dnmt1* deficiency, leading to a more potent antiinflammatory effect in adipocytes. Of note, while male AD1KO mice had little change in body weight, female AD1KO mice had a reduced adiposity upon HFD challenge, which may also contribute to their improved insulin sensitivity. The reduced adiposity in female AD1KO mice may be primarily due to their increased energy expenditure, as there was no change in food intake between HFD-challenged female AD1KO mice and fl/fl controls. Indeed, we found that HFD-challenged female AD1KO mice had significantly upregulated thermogenic markers in both brown and white adipose tissues, which could contribute to their increased energy expenditure. It is well documented that activation of ESR1 stimulates brown adipocyte thermogenesis and white adipocyte beiging (40, 41). Thus, we found that increased *Esr1* expression in adipocytes due to *Dnmt1* deficiency could in turn promote brown and beige adipocyte thermogenesis in AD1KO mice and contribute to their increased energy expenditure, reduced adiposity, and improved metabolic phenotypes.

Both brown and white adipose tissues are innervated by the sympathetic nervous system (SNS) that is important in regulating brown and beige adipocyte thermogenesis (42–45). Recent data suggest that adipose tissue–derived neurotrophic factors and their receptors, including nerve growth factor (NGF) and its receptor tropomyosin receptor kinase A (TRKA) (46), brain-derived neurotrophic factor (BDNF) and its receptor tropomyosin receptor kinase B (TRKB) (47), and neurotrophic factor 3 (NT3) and its receptor tropomyosin receptor kinase C (TRKC) (48), are important in regulating SNS innervation in adipose tissue. Interestingly, it has been shown that estrogen and its receptor ESR1 promotes neuronal growth and development through interactions with the neurotrophins and their receptors (49), and estrogen stimulates the expression and production of these neurotrophic factors, including NGF, BDNF, and NT3, in various brain regions and peripheral tissues (50–54). Thus, it is possible that promoting sympathetic nerve innervation in adipose tissue by estrogen and ESR1 via neurotrophic factor production may be another mechanism mediating ESR1’s effects on brown/beige adipocyte thermogenesis in AD1KO mice. Interestingly, during the conduct of our study, a recent report indicated that adipocyte DNMT3a mediates obesity-induced insulin resistance via increasing DNA methylation at the *Fgf21* gene (55). Taken together, DNA methylation catalyzed by DNMT1 and -3a may regulate adipocyte energy metabolism and inflammation via various pathways.

While our studies on the adipocyte DNMT1 are still ongoing, a recent study by Park et al. showed the opposite metabolic phenotype using a similar adipocyte-specific DNMT1-deficient mouse line (56). In the study by Park et al., adipocyte-specific DNMT1-deficient mice gained significantly more weight even on a normal chow diet and were further prone to diet-induced obesity when fed an HFD (56); whereas in our hands, our AD1KO mice had lower adiposity when fed an HFD, albeit with no changes in body weight. Although the exact reason for this discrepancy is not clear, several differences between the two studies may contribute to the different metabolic phenotypes observed. First, in the study by Park et al., metabolic studies were performed from only male mice, whereas in our study, we used both male and female AD1KO and fl/fl control mice. We did not find much metabolic difference between male AD1KO and fl/fl mice; thus, our study has primarily focused on female AD1KO mice. Second, there are several DNMT1-floxed mouse lines as well as adiponectin-Cre lines available according to Mouse Genome Informatics (MGI) (https://www.informatics.jax.org/allele/summary?markerId=MGI:94912, https://www.informatics.jax.org/allele/summary?markerId=MGI:106675). We obtained DNMT1-floxed mice from Mutant Mouse Regional Resource Centers (MMRRC) (*Dnmt1*-floxed line: MMRRC No. 014114) (17), which was created by inserting 2 *loxP* sites flanking exons 4 and 5, causing a frame shift and lacking the motifs for the catalytic domain. For the adiponectin-Cre line, we obtained it from Jackson Laboratory (Stock 010803) (18), in which a BAC transgene was used to express Cre-recombinase under the control of adiponectin promoter. However, there was no information from Park et al. regarding either the DNMT1-floxed mouse line or adiponectin-Cre line used in the study. It is possible that different DNMT1-floxed mouse lines and/or adiponectin-Cre lines used in the 2 studies may contribute to the discrepancy in mouse metabolic phenotypes observed. Third, differences in the genetic background of animals used in the two studies, or differences in diet and animal housing facilities, may also contribute to the differences in the metabolic phenotypes observed in the two studies. Thus, further study is warranted to clarify the role of adipocyte DNMT1 in the regulation of adipocyte metabolic function.

In summary, we discovered that HFD feeding significantly enhanced DNA methylation at *Esr1* promoter in adipocytes, which is associated with downregulation of *Esr1* expression. *Dnmt1* deletion in adipocytes increased *Esr1* expression, decreased adipose inflammation, and improved insulin sensitivity in female mice with HFD challenge. Specifically reducing DNA methylation at the *Esr1* promoter using a CRISPR/RNA-guided system can largely recapitulate the phenotypes of adipocyte *Dnmt1*-deficient mice, suggesting a key role of DNA methylation at the *Esr1* promoter in regulating adipocyte chemotaxis and adipose inflammation. Deregulated epigenetic regulation, presumably by HFD, may result in altered adipocyte inflammation and chemotaxis, thereby contributing to obesity-induced inflammation and insulin resistance.

## Methods

### Sex as a biological variable.

Our study examined both male and female mice. Results from both male and female mice were reported.

### Mice.

Mice with adipocyte-specific *Dnmt1* or *Dnmt3a* knockout (AD1KO or D3aKO) were generated by crossing *Dnmt1-* or -*3a*-floxed mice (obtained from MMRRC; *Dnmt1*-floxed line: MMRRC No. 014114; *Dnmt3a*-floxed line: MMRRC No. 029885) with adiponectin-Cre mice (Jackson Laboratory, Stock No. 010803) (18). The *Dnmt1*-floxed mouse was created by inserting 2 *loxP* sites flanking exons 4 and 5, which causes frameshift and lack of the motifs for the catalytic domain (17). The *Dnmt3a*-floxed mouse was created by inserting 2 *loxP* sites flanking exon 19, which encodes the catalytic motif (20). For 5-aza-dC treatment study, 6-week-old male C57BL/6J mice were fed either an LFD (Research Diets D12450B, 10% calories from fat) or an HFD (Research Diets D12492, 60% calories from fat) for 16 weeks to establish diet-induced obesity and were then randomly assigned to receive either saline or 5-aza-dC (0.25 mg/kg) injection i.p. 3 times per week for up to 6 weeks. All the mice were housed in a temperature- and humidity-controlled animal research facility with a 12/12 hours light/dark cycle and having ad libitum access to food and water.

### Metabolic measurement.

AD1KO and D3aKO mice and their respective floxed controls (fl/fl) were fed either LFD (Research Diets D12450B, 10% calorie from fat) or HFD (Research Diets D12492, 60% calorie from fat) for up to 20 weeks. The following metabolic measurements were conducted. 1) Body weight was measured weekly, and food intake of singly housed mice was measured over 7 consecutive days. 2) Blood glucose levels were measured by OneTouch Ultra Glucose meter (LifeScan). GTT and ITT were conducted to determine glucose tolerance and insulin sensitivity as we previously described (10). 3) Energy expenditure was measured using PhenoMaster metabolic cage systems (TSE Systems). At the end of HFD-feeding studies, various white fat depots were dissected for further assessment of inflammatory status, including inflammatory gene expression, IHC, and FACS analysis as described below.

### RNA extraction and quantitative reverse transcription PCR.

Total RNA from fat tissues or cultured adipocytes was isolated using the Tri Reagent kit (Molecular Research Center). The mRNA levels of the genes of interest were quantitated by a 1-step quantitative reverse transcription PCR with a TaqMan Universal PCR Master Mix kit (Thermo Fisher Scientific) using an Applied Biosystems QuantStudio 3 real-time PCR system (Thermo Fisher Scientific) as we previously described (10). The TaqMan primers/probes for all the genes measured were either purchased from Applied Biosystems (Thermo Fisher Scientific) or commercially synthesized (Supplemental Table 1).

### Immunoblotting.

Protein abundance in tissues was measured by immunoblotting as we described (10). Adipose tissue was homogenized in a modified RIPA lysis buffer supplemented with 1% protease inhibitor mixture and 1% phosphatase inhibitor mixture (Sigma-Aldrich). Lysates were resolved by SDS-PAGE gels and were transferred to nitrocellulose membranes (Bio-Rad), which underwent blocking, washing, and sequential incubation with various primary antibodies and Alexa Fluor 680–conjugated secondary antibodies (Life Science Technologies). The blots were developed with the LI-COR Imager System (LI-COR Biosciences). The antibodies were listed in Supplemental Table 2.

### IHC.

gWAT was fixed in 10% neutral formalin, embedded in paraffin, and sectioned at 5 μm thickness. The sections were immunostained with the primary and secondary antibodies, which were then developed with a peroxidase substrate from the DAB peroxidase substrate kit (Vector Labs, SK-4100). The primary and secondary antibodies are listed in Supplemental Table 2.

### Cell culture and siRNA knockdown.

3T3-L1 preadipocytes (ATCC, Cl-173) were cultured in a DMEM growth medium and were induced to differentiate into mature adipocytes with a differentiation cocktail as we previously described (57). Primary preadipocytes isolated from mouse gonadal white fat were cultured and differentiated as previously described (10). For siRNA knockdown assays, day 5 or day 8 adipocytes were electroporated with targeting siRNA or nontargeting scramble siRNA (GE Healthcare, now Cytiva) using Amaxa Nucleofector II Electroporator (Lonza) with an Amaxa cell line nucleofector kit L (Lonza) as we previously described (58, 59), and cells were harvested 2–3 days after the transfection for further analysis.

### FACS analysis.

FACS analysis of the macrophage content in adipose tissue was conducted as we previously described (10). Briefly, stromal vascular fraction cells were isolated from epididymal fat using collagenase digestion, Cells were sequentially incubated with FcBlock (eBioscience) and APC-F4/80 (clone A3-1, AbD Serotec), PE-Cy7-CD11c (clone HL3, BD Pharmingen), APC-Cy7-CD8 (clone 53-6.7, BD Pharmingen), and Pacific blue-B220 (clone RA3-6B2, BD Pharmingen), followed by washing with the FACS buffer, fixing with paraformaldehyde, and analyzing with BD FACSCalibur.

### Adipocyte chemotaxis.

Adipocyte chemotaxis was assessed by a macrophage migration assay as we previously described (30, 60). Briefly, we employed an adipocyte-macrophage coculture system where RAW264.7 macrophages (ATCC TIB-71) were grown in Transwell inserts, which were then placed into lower well chambers containing differentiated 3T3-L1 adipocytes with *Dnmt1* knockdown. Migrated cells were dissociated from the membrane, lysed, and quantified using CyQuant GR fluorescent dye with a Victor 3 plate reader (PerkinElmer).

### Esr1 promoter cloning and luciferase reporter assays.

A 1 kb fragment covering the *Esr1* proximal promoter and the 5′-UTRs enriched with CpG sites was PCR-implied from mouse genomic DNA with primers listed in Supplemental Table 3. The PCR fragment was further subcloned into pGL3 basic luciferase reporter (Promega). The test to compare the activity of fully methylated versus unmethylated Esr1 promoter was conducted as we previously described (10). The unmethylated promoter reporter was obtained by transforming the construct into *dam^–^/dcm^–^* *E*. *coli* strain (New England Biolabs), while the fully methylated reporter was obtained by treating the construct with *SssI* methylase (New England Biolabs) in the presence of *S*-adenosylmethionine. The unmethylated or methylated *Esr1* reporter constructs were transfected into 3T3-L1 cells for luciferase activity measurement as we previously described (10).

### RRBS.

The whole-genome DNA methylation was assessed using RRBS (11–13). Briefly, genomic DNA from the mouse epididymal white fat was extracted by the phenol-chloroform method and commercially sequenced by Beijing Genomics Institute (BGI) (Shenzhen, China). According to the instructions provided by the company, the genomic DNA was digested with the methylation-insensitive restriction enzyme *MspI*, ligated to sequencing adaptors, treated with sodium bisulfite, PCR-amplified for library construction, and sequenced. The RRBS data analysis including DMRs, methylation rate, and pathway analysis were conducted by BGI Bioinformatics Center or using the bioinformatics analysis pipeline as described before (61). The methylation level at each CpG site was determined based on the number of sequences containing methylated CpGs versus the total number of sequences analyzed. For the comparison of DNA methylation rate differences between the HFD- and LFD-fed mice, data were summarized based on genomic features to generate tag density plots around transcription start and termination sites, exon-intron boundaries, CpG islands, and repeat elements, and the data were uploaded to UCSC Genome Browser on Mouse (NCBI37/mm9) Assembly for methylated gene mapping as reported previously (61). GO and KEGG pathway analyses were performed with R package (v.3.2.0).

### RNA-Seq analysis.

Total RNA was isolated from gWAT as described above and was submitted to BGI for RNA-Seq analysis. Equal amounts of RNAs from 4 animals/group were pooled and used for RNA-Seq analysis. Clean reads were aligned to the mouse reference genome (UCSC mm9). Differentially expressed genes between groups were defined as Log2 fold change ≥ 0.5 or ≤ –0.5. GO and KEGG pathway analysis were performed with R package (v.3.2.0).

### ChIP assays.

ChIP assay was used to assess the binding of DNMTs to the *Esr1* promoter as we previously described (58). Fat tissue was fixed to isolate nuclei, which were sonicated to shear DNA. The DNA was immunoprecipitated with DNMT1 or DNMT3a antibodies, eluted, and followed by quantitative PCR using SYBR green. Primer sequences used in this study were shown in Supplemental Table 4.

### Bisulfite conversion and pyrosequencing.

Pyrosequencing analysis was conducted to assess DNA methylation levels at *Esr1* promoter as we previously described (10). The genomic DNA from fat tissue was extracted by phenol/chloroform and followed by bisulfite conversion with an EpiTech Bisulfite Kit (QIAGEN). The bisulfite-converted DNA was PCR-amplified, and the pyrosequencing was carried out by EpiGenDx. The pyrosequencing primers for the *Esr1* promoter are shown in Supplemental Table 5.

### Targeted DNA methylation at the Esr1 promoter.

The mammalian lentiviral vectors FUW carrying dCas9-DNMT3a or dCas9-TET1, in which the catalytically inactive Cas9 (dCas9) has been engineered to be fused with the DNMT3a or TET1 (21, 22), were purchased from Addgene (Addgene No. 84476 and 84475). The guide RNA sequences targeting the CpG sites at the *Esr1* promoter was designed with GT-Scan website (https://gt-scan.csiro.au), and the targeting or nontargeting oligos were synthesized, annealed, and subcloned into the *AarI* sites of the pgRNA lentiviral vector (Addgene no. 44248). Lentivirus expressing dCas9-TET1-CD, dCas9-DNMT3a, or sgRNA was commercially produced by Vigene Biosciences, Inc., and 10 μL of lentivirus (1 × 10^5^ transduction units/μL of titer) was surgically injected into mouse gonadal fat depots. Detailed primer information is listed in Supplemental Table 6.

### Statistics.

Student’s 2-tailed *t* test, 1-way or 2-way ANOVA with Fisher’s LSD post hoc test, or Kruskal-Wallis nonparametric ANOVA by rank was performed to evaluate statistical significance using GraphPad Prism version 5.0. In some experiments, 1-way or 2-way ANOVA with repeated measures was used for statistical analysis. Statistical significance was considered at *P* < 0.05. All data are shown as mean ± SEM.

### Study approval.

All animal procedures conducted in the study were approved by the IACUC at Georgia State University.

### Data availability.

The RNA-Seq and RRBS data have been deposited to National Center for Biotechnology Information Gene Expression Omnibus database with the accession number GSE301006. Values for graphs in the figures and supplemental figures are provided in the Supporting Data Values file.

## Author contributions

RW performed experiments and data analysis; FL, SW, JJ, and XC assisted in experiments and data collection; Huidong Shi, XC, SW, YH, XZ, JAC, ZD, and JS assisted in RRBS and RNA-Seq data analysis; LY contributed to study design, contributed conceptual and technical inputs, and reviewed and edited the manuscript; and BX and Hang Shi designed the study and wrote the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
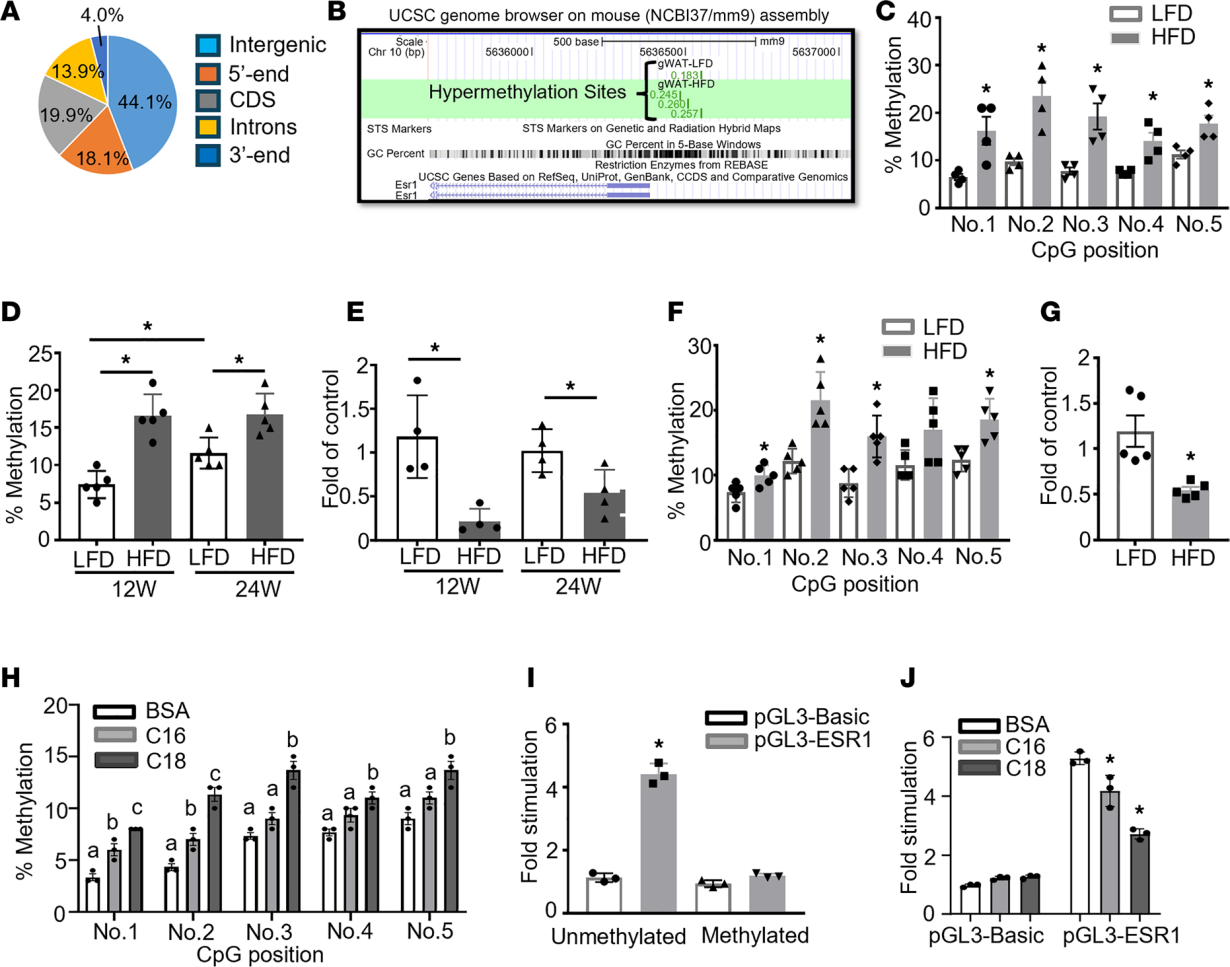
HFD regulates *Esr1* expression via promoter DNA methylation. (**A** and **B**) Distribution of DMRs in the genome (**A**) and RRBS profiling of DNA methylation levels at *Esr1* promoter (**B**) in gWAT of male mice fed with LFD or HFD for 12 weeks. RRBS was performed in gWAT from male C57BL/6J mice fed with LFD or HFD for 12 weeks. Genomic DNA from 4 animals was pooled in each group for RRBS analysis. (**C**) DNA methylation levels at individual CpG sites at *Esr1* promoter in gWAT of male C57BL/6J mice fed LFD or HFD for 12 weeks, *n* = 4/group. *P < 0.05 vs. LFD by Student’s *t* test. (**D** and **E**) Average DNA methylation levels at *Esr1* promoter (**D**, *n* = 5/group) and *Esr1* expression (**E**, *n* = 4/group) in gWAT of male C57BL/6J mice fed LFD or HFD for 12 or 24 weeks. *P < 0.05 vs. LFD by Student’s *t* test. (**F** and **G**) DNA methylation levels at individual CpG sites at *Esr1* promoter (**F**) and *Esr1* expression (**G**) in gWAT of female C57BL/6J mice fed LFD or HFD for 12 weeks, *n* = 5/group. *P < 0.05 vs. LFD by Student’s *t* test. (**H**) DNA methylation levels at individual CpG sites at *Esr1* promoter in 3T3-L1 adipocytes treated with palmitate (C16) or stearate (C18), *n* = 3/group. Groups labeled with different letters are statistically different from each other as analyzed by 1-way ANOVA with Fisher’s least significant difference (LSD) post hoc test. (**I**) *Esr1* promoter luciferase activity in 3T3-L1 adipocytes transfected with fully methylated or unmethylated constructs, *n* = 3. *P < 0.05 vs. all other groups as analyzed by 2-way ANOVA with Fisher’s LSD post hoc test. (**J**) *Esr1* promoter luciferase activity in 3T3-L1 adipocytes transfected with unmethylated constructs treated with BSA, palmitate (C:16, 200 μM), or stearate (C:18, 200 μM). *n* = 3. *P < 0.05 vs. BSA by 2-way ANOVA with Fisher’s LSD post hoc test. All data are expressed as mean ± SEM.

**Figure 2:**
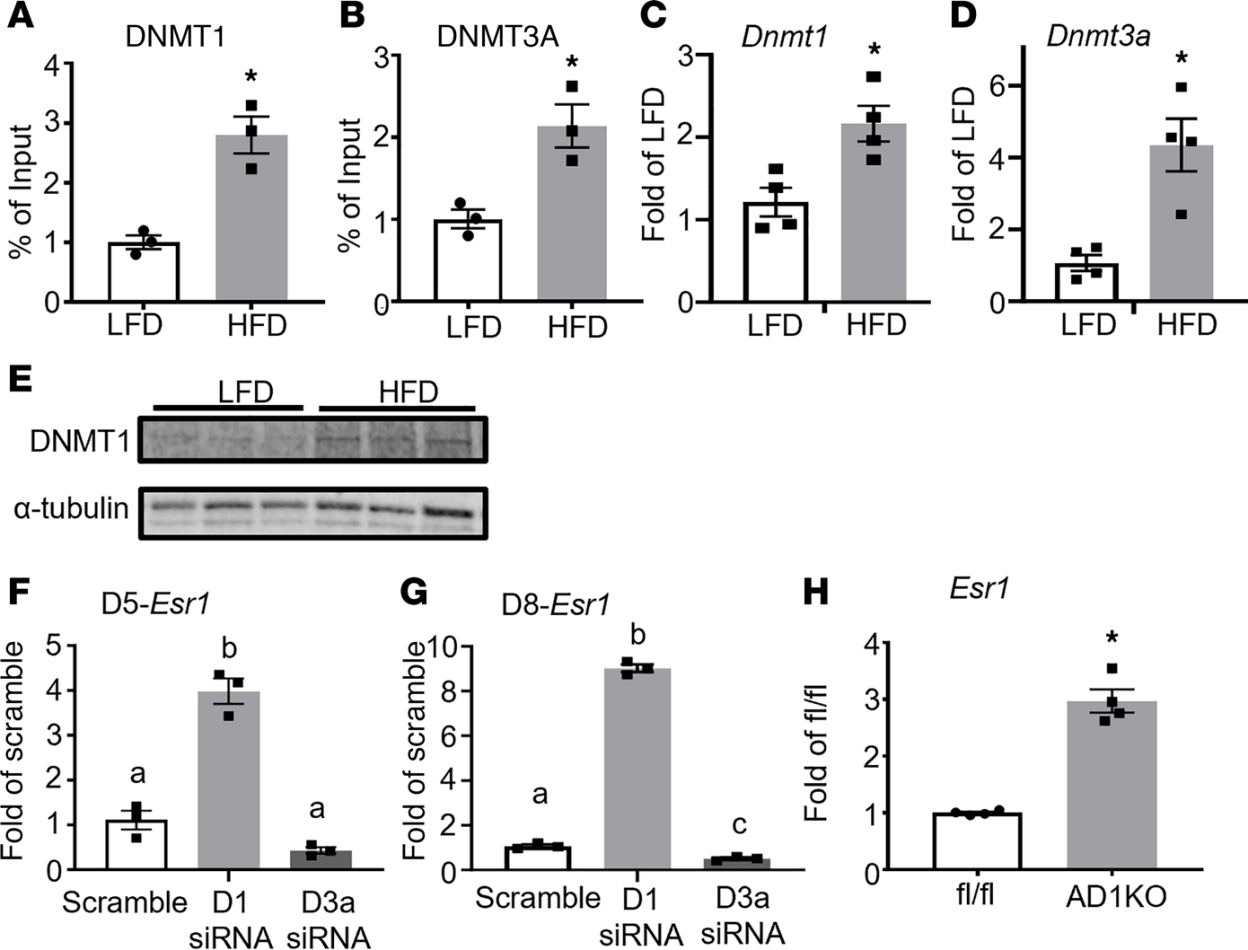
DNMT1 mediates HFD-induced increase of DNA methylation at *Esr1* promoter. (**A** and **B**) ChIP analysis of binding of DNMT1 (**A**) and DNMT3a (**B**) at *Esr1* promoter in gWAT of male mice fed with LFD or HFD for 12 weeks, *n* = 3/group. *P < 0.05 vs. LFD by Student’s *t* test. (**C** and **D**) Expression of *Dnmt1* (**C**) and *Dnmt3a* (**D**) in gWAT of male mice fed with LFD or HFD for 12 weeks, *n* = 4/group. *P < 0.05 vs. LFD by Student’s *t* test. (**E**) DNMT1 protein levels in gWAT of male mice fed with LFD or HFD for 12 weeks, *n* = 3/group. (**F** and **G**) Expression of *Esr1* in 3T3-L1 adipocytes with *Dnmt1* or *Dnmt3a* knockdown at day 5 (**F**) or day 8 (**G**) of differentiation, *n* = 3/group. Groups labeled with different letters are statistically different from each other as analyzed by 1-way ANOVA with Fisher’s LSD post hoc test. (**H**) Expression of *Esr1* in primary adipocytes differentiated from AD1KO and their fl/fl littermates, *n* = 4/group. *P < 0.05 vs. fl/fl by Student’s *t* test. All data are expressed as mean ± SEM.

**Figure 3:**
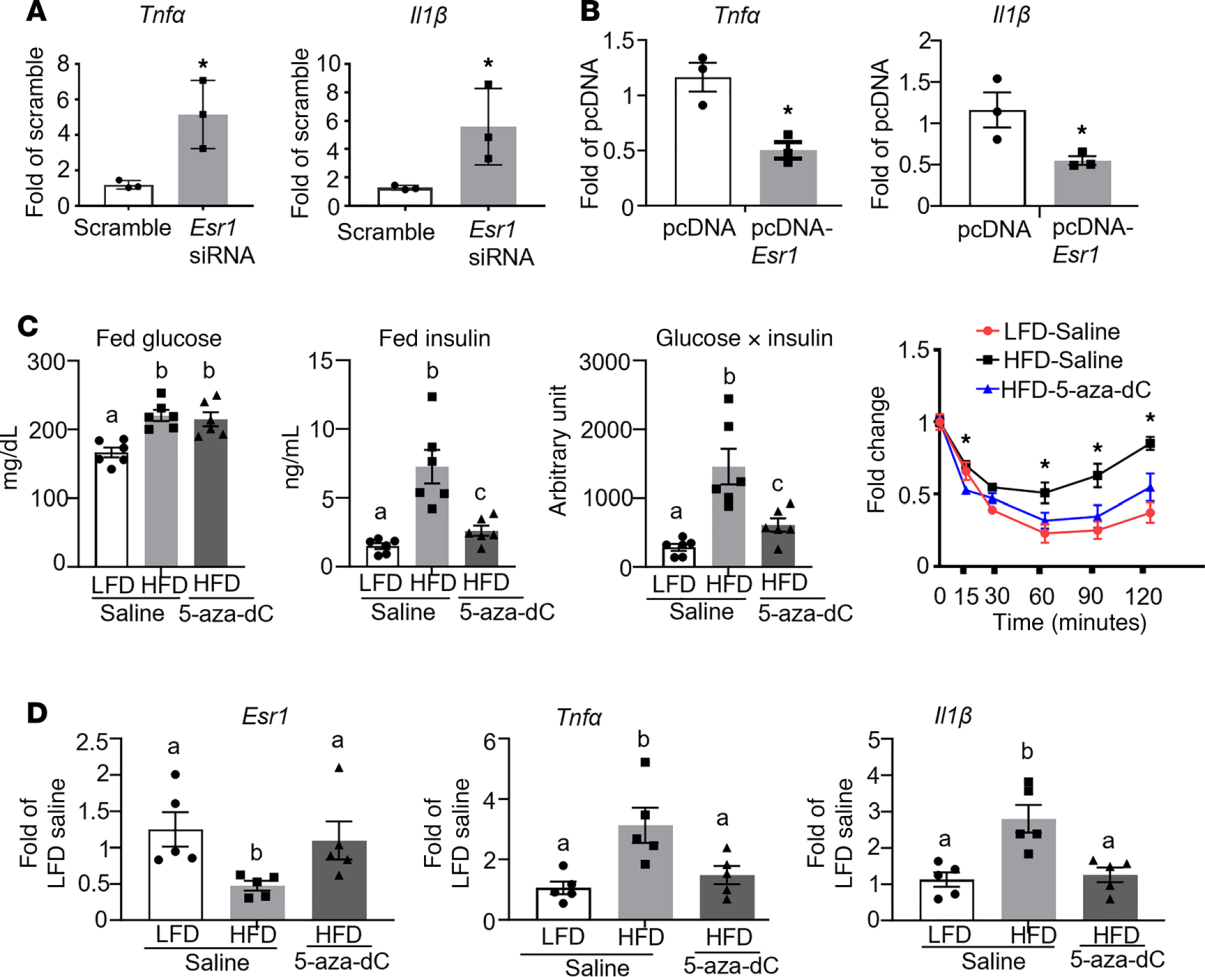
Inhibiting DNA methylation increases *Esr1* expression and decreases inflammation in adipocytes. (**A** and **B**) Pro-inflammatory gene expression in 3T3-L1 adipocytes with *Esr1* knockdown (**A**) or overexpression (**B**), *n* = 3/group. *P < 0.05 vs. Scramble in **A** or pcDNA in **B** by Student’s *t* test. (**C**) Plasma glucose, insulin, glucose × insulin products, and insulin tolerance test (ITT) in DIO mice treated with 5-aza-dC (0.25 mg/kg BW, 3 times per week) for 6 weeks, *n* = 4–6/group. Groups labeled with different letters are statistically different from each other; *P < 0.05 vs. other groups. Statistical significance was analyzed by 1-way ANOVA with Fisher’s LSD post hoc test. (**D**) *Esr1* and pro-inflammatory gene expression in gWAT of DIO mice treated with 5-aza-dC (0.25 mg/kg BW, 3 times per week) for 6 weeks, *n* = 5/group. Groups labeled with different letters are statistically different from each other as analyzed by Kruskal-Wallis nonparametric ANOVA by rank for *Esr1* and ANOVA with Fisher’s LSD post hoc test for *Tnfα* and *Il1β*. All data are expressed as mean ± SEM.

**Figure 4:**
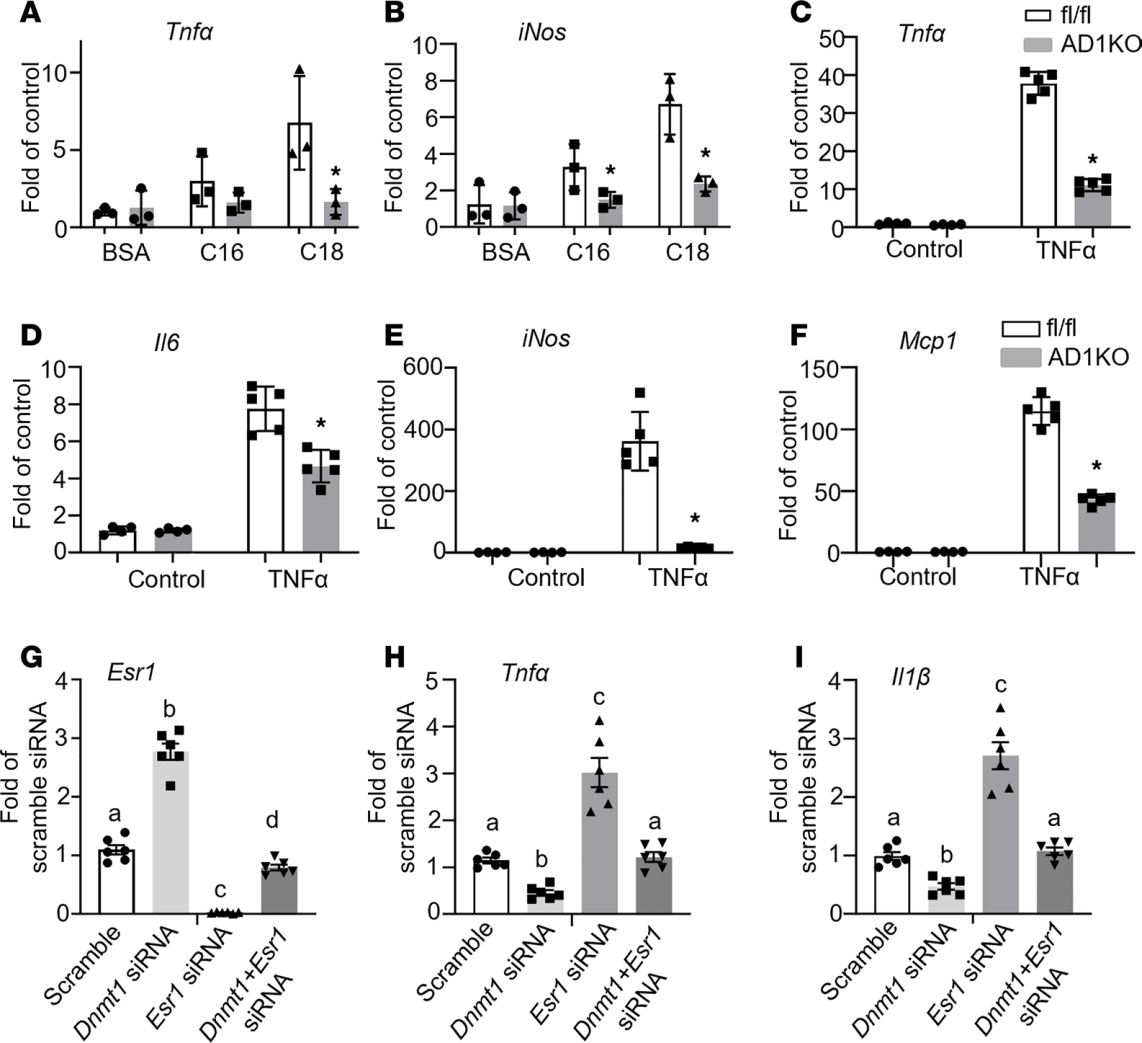
Adipocyte *Esr1* mediates the beneficial effects of inhibiting DNA methylation–induced decrease in adipocyte inflammation. (**A** and **B**) Pro-inflammatory gene *Tnfα* (**A**) and *iNos* (**B**) expression in adipocytes differentiated from AD1KO and fl/fl mice and treated with palmitate (C16) or stearate (C18), *n* = 3/group. *P < 0.05 vs. fl/fl by Student’s *t* test. (**C**–**F**) Pro-inflammatory gene *Tnfα* (**C**), *Il6* (**D**), *iNos* (**E**), and *Mcp1* (**F**) expression in adipocytes differentiated from AD1KO and fl/fl mice and treated with TNF-α, *n* = 4–5/group. *P < 0.05 vs. fl/fl by Student’s *t* test. (**G**–**I**) *Esr1* (**G**), *Tnfα* (**H**), and *Il1β* (**I**) expression in 3T3-L1 adipocytes with *Dnmt1* and/or *Esr1* knockdown. Day 5 differentiated 3T3-L1 cells were transfected with scramble, *Dnmt1*, *Esr1*, or both *Dnmt1* and *Esr1* siRNA. Two days later, cells were treated with TNF-α, and samples were collected for gene expression analysis. *n* = 6. Groups labeled with different letters are statistically different from each other as analyzed by 1-way ANOVA with Fisher’s LSD post hoc test. All data are expressed as mean ± SEM.

**Figure 5:**
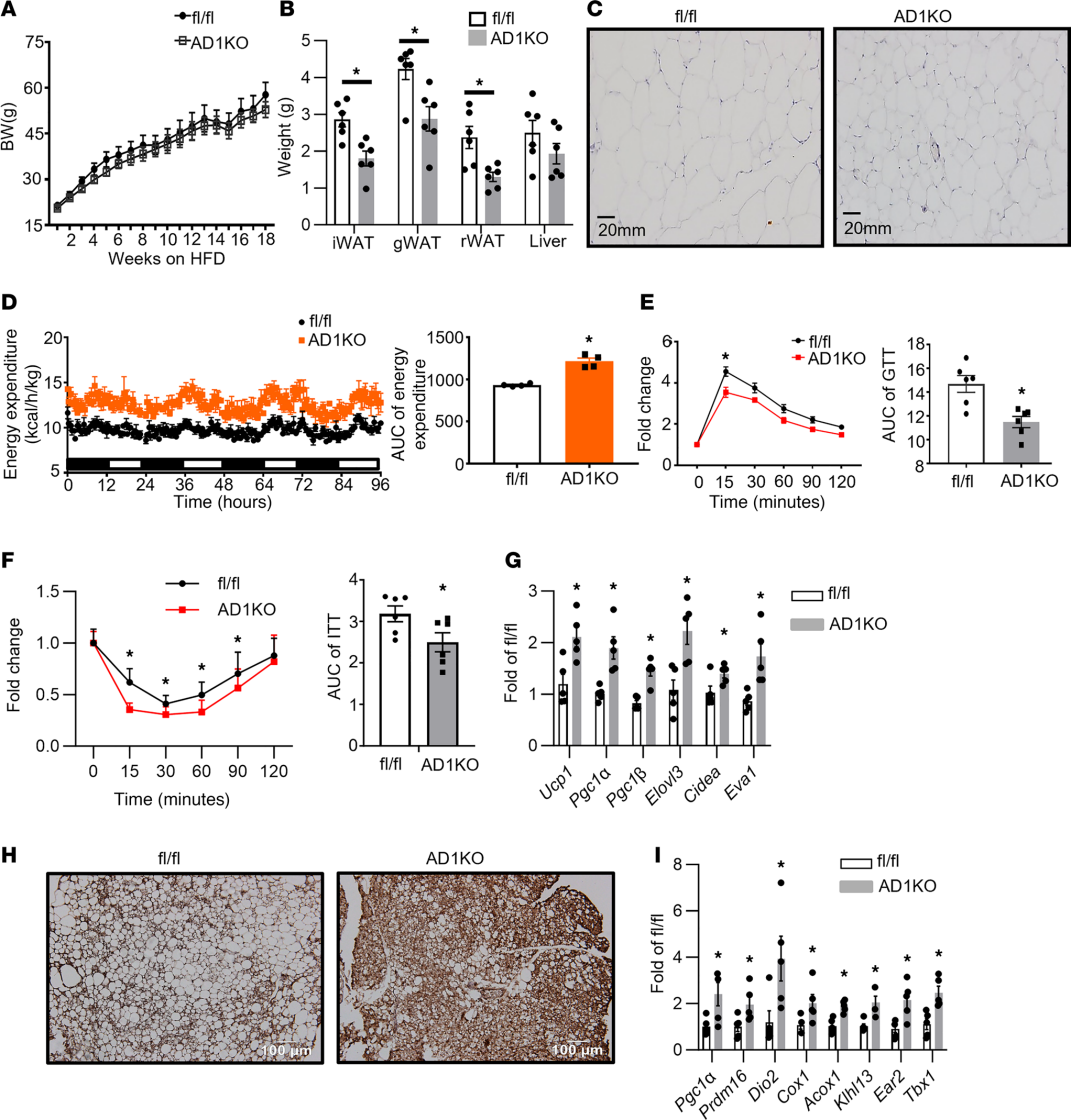
Adipocyte *Dnmt1* deletion improves metabolic phenotypes in female mice fed HFD. (**A** and **B**) Body weight (**A**) and adipose tissue and liver weight (**B**) in female AD1KO and fl/fl mice fed HFD, *n* = 6/group. *P < 0.05 vs. fl/fl by Student’s *t* test. (**C**) H&E staining of gWAT of female AD1KO and fl/fl mice fed HFD. Images are representative from 3 replicate samples. (**D**) Energy expenditure in female AD1KO and fl/fl mice fed HFD, *n* = 4/group. *P < 0.05 vs. fl/fl by Student’s *t* test. (**E** and **F**) Glucose tolerance test (GTT) (**E**) and ITT (**F**) in female AD1KO and fl/fl mice fed HFD, *n* = 6/group. *P < 0.05 vs. fl/fl by 1-way ANOVA with repeated measures followed by Fisher’s LSD post hoc test. (**G**) Thermogenic expression in iBAT of female AD1KO and fl/fl mice fed HFD. *n* = 5. *P < 0.05 vs. fl/fl by Student’s *t* test. (**H**) UCP1 immunostaining in iBAT of female AD1KO and fl/fl mice on HFD. Images are representative from 3 replicate samples. (**I**) Thermogenic expression in gWAT of female AD1KO and fl/fl mice fed HFD. *n* = 5. *P < 0.05 vs. fl/fl by Student’s *t* test. All data are expressed as mean ± SEM.

**Figure 6:**
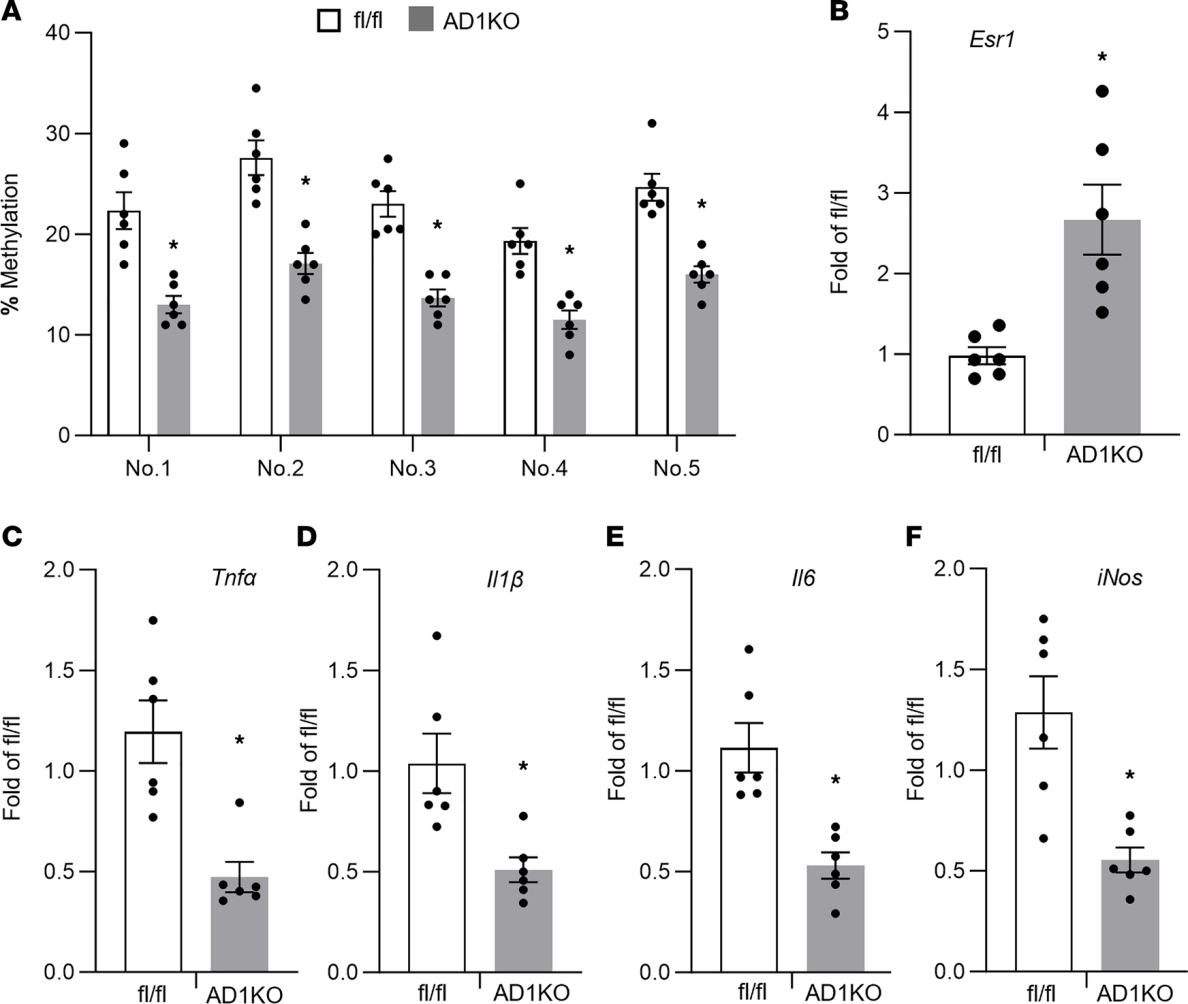
Adipocyte *Dnmt1* deletion upregulates *Esr1* expression and reduces adipose tissue inflammation in female mice fed HFD. (**A**–**F**) *Esr1* promoter DNA methylation level (**A**) and mRNA expression level, including *Esr1* (**B**), *Tnfα* (**C**), *Il1β* (**D**), *Il6* (**E**), and *iNos* (**F**) in female AD1KO and fl/fl mice fed HFD, *n* = 6/group. *P < 0.05 vs. fl/fl by Student’s *t* test. All data are expressed as mean ± SEM.

**Figure 7:**
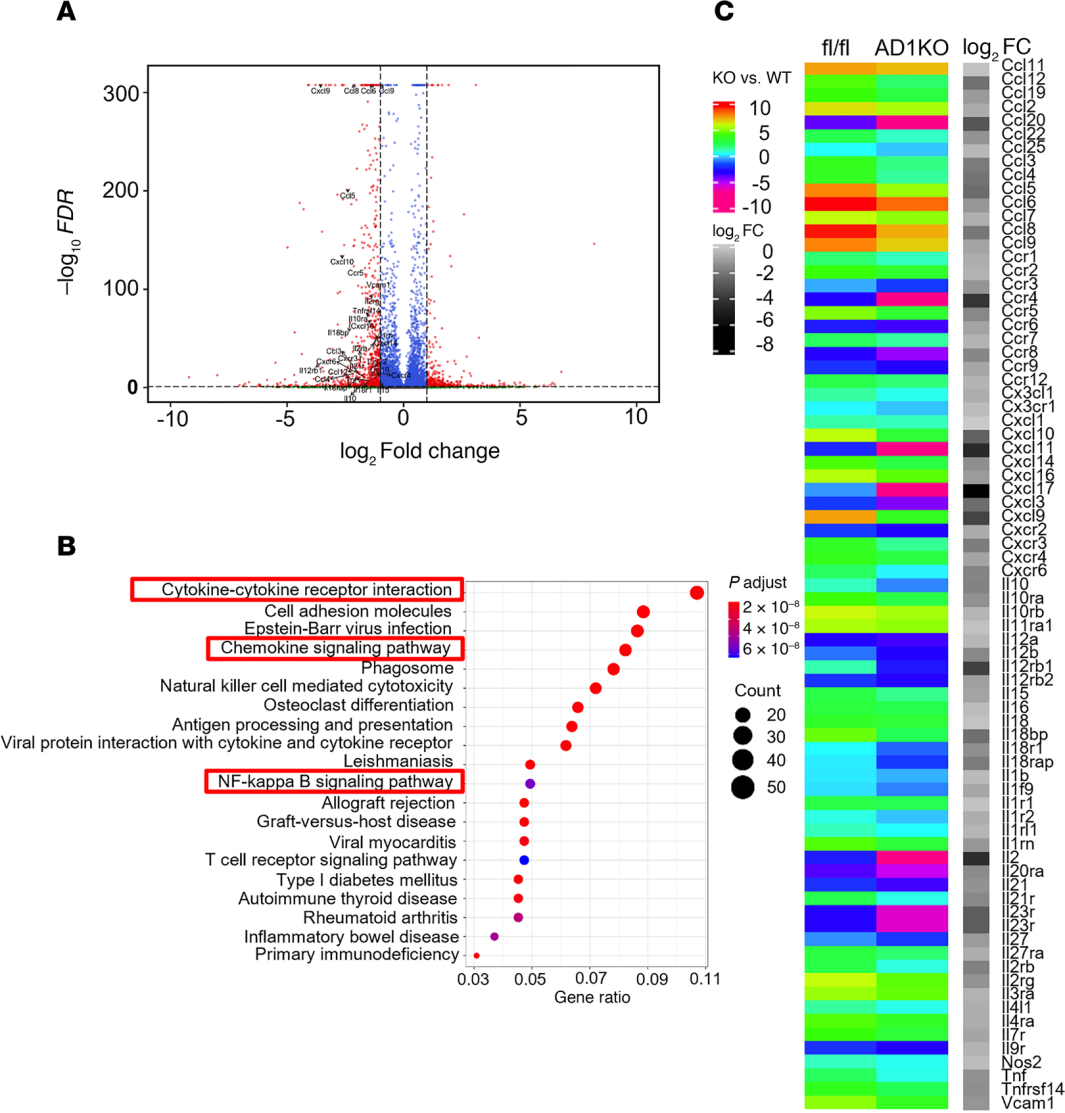
RNA-Seq analysis in gWAT of female AD1KO and fl/fl mice fed with HFD. (**A**–**C**) Volcano plot (**A**), pathway analysis (**B**), and heatmap (**C**) analyzed from RNA-Seq data from gWAT of female AD1KO and fl/fl mice fed with HFD. Equal amounts of RNAs from 4 animals/group were pooled and used for RNA-Seq analysis. RNA-Seq analysis was performed as described under Methods.

**Figure 8:**
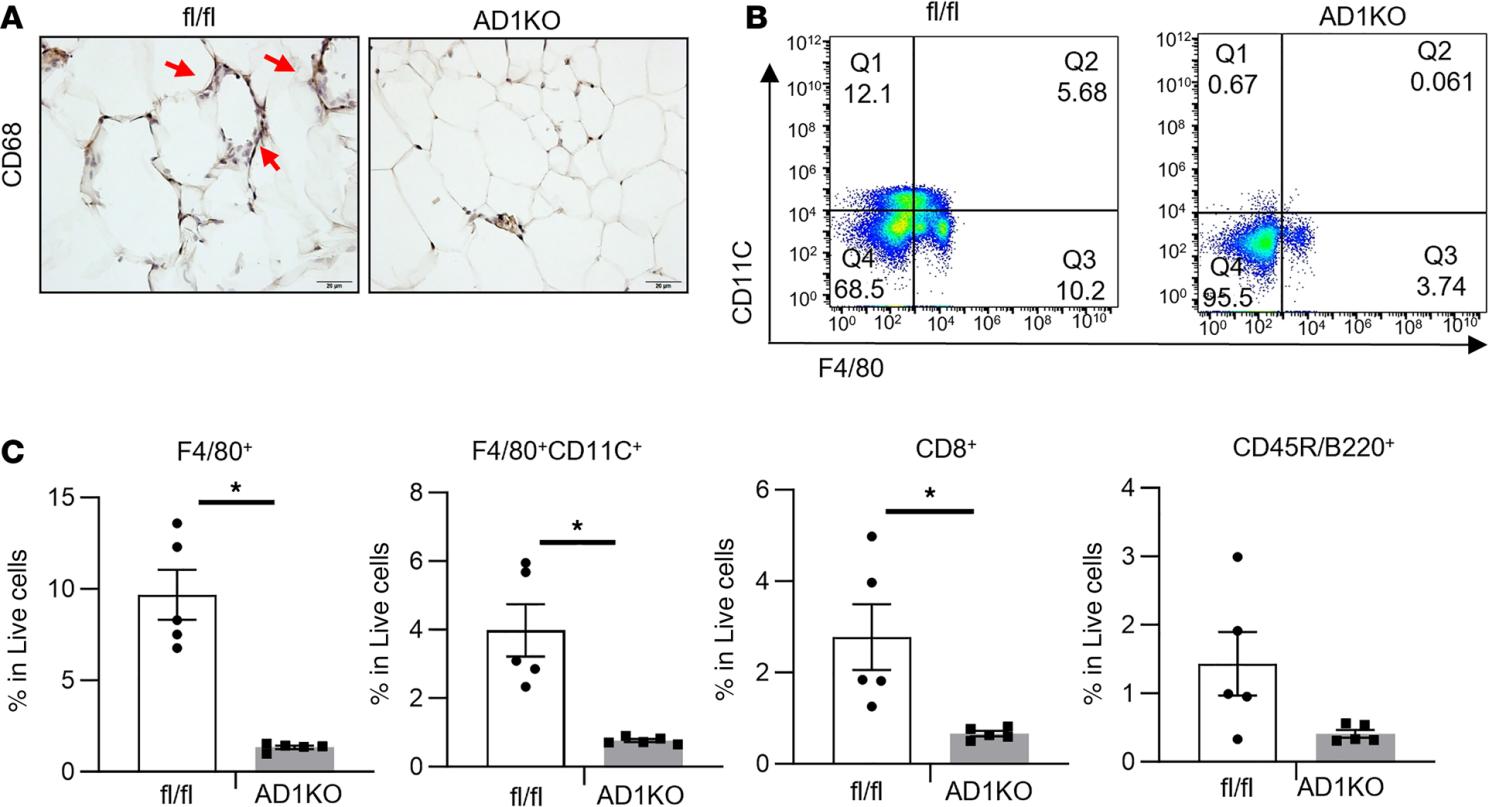
Adipocyte-specific deletion of Dnmt1 results in reduced immune cell infiltration in gWAT of female AD1KO compared with that of fl/fl mice fed HFD. (**A**) CD68 immunostaining of gWAT of female AD1KO and fl/fl mice fed HFD. Images are representative from 3 replicate samples. Scale bar, 20 μm. (**B**) FACS analysis of F4/80^+^CD11C^+^ ATMs in gWAT of female AD1KO and fl/fl mice fed HFD. Images are representative from 5 replicate samples. (**C**) Percentage of F4/80^+^ ATMs, F4/80^+^CD11C^+^ ATMs, CD8^+^ T lymphocytes, and CD45R/B220^+^ B lymphocytes in gWAT of female AD1KO and fl/fl mice fed HFD, *n* = 5/group. *P < 0.05 vs. fl/fl by Student’s *t* test. All data are expressed as mean ± SEM.

**Figure 9:**
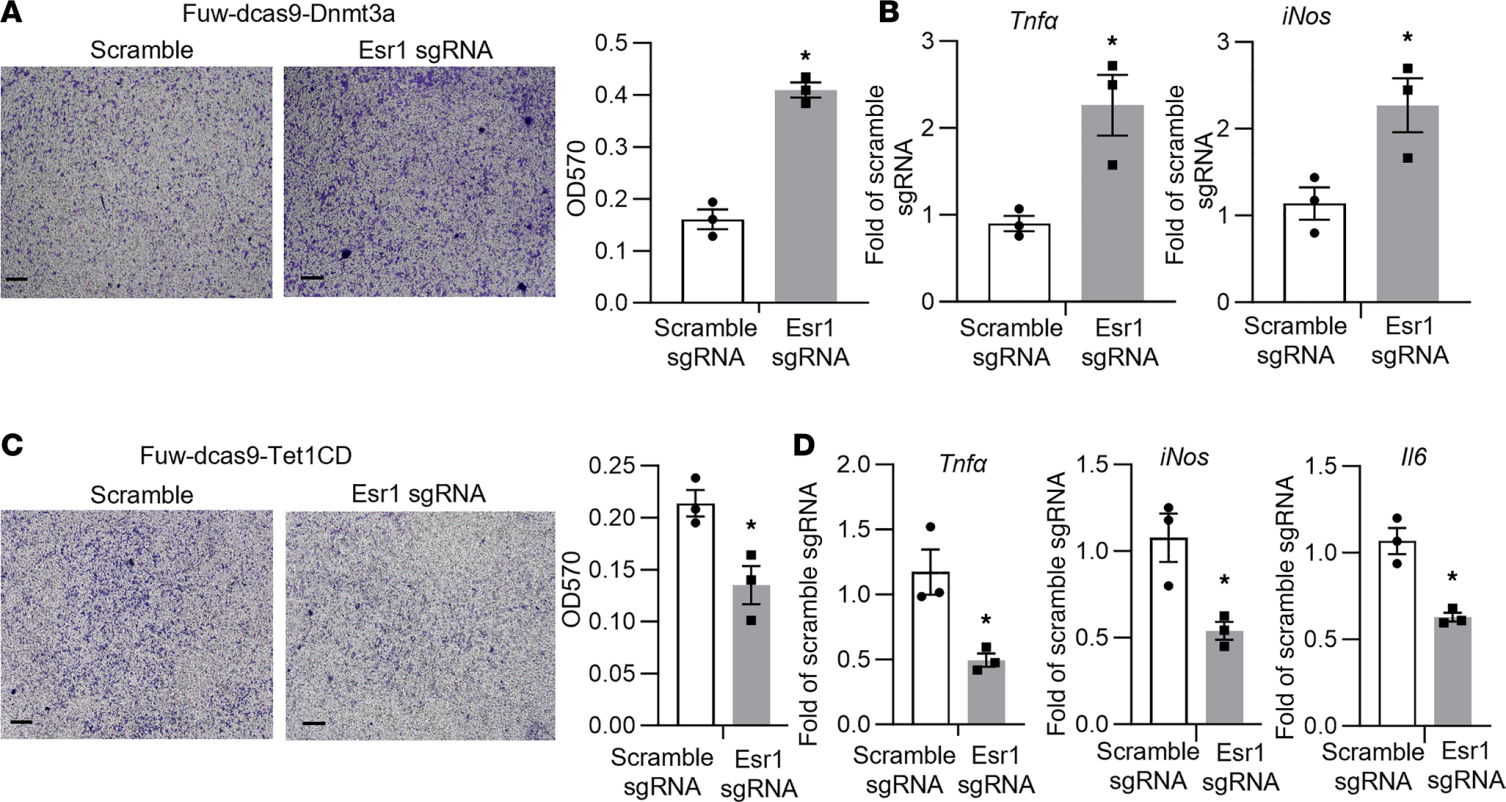
Targeted methylation at the *Esr1* promoter in adipocytes regulates macrophage inflammation and chemotaxis in an adipocyte-macrophage coculture system. (**A** and **B**) Macrophage migration assay (**A**) and inflammatory gene expression (**B**) in RAW264.7 macrophages cocultured with 3T3-L1 adipocytes infected with lentivirus expressing scramble sgRNA or S7 sgRNA targeting *Esr1* promoter along with dCas9-DNMT3a. *n* = 3/group, *P < 0.05 vs. Scramble by Student’s *t* test. Images in **A** are representative from 3 replicate samples. (**C** and **D**) Macrophage migration assay (**C**) and inflammatory gene expression (**D**) in RAW264.7 macrophages cocultured with 3T3-L1 adipocytes infected with lentivirus expressing scramble sgRNA or S7 sgRNA targeting *Esr1* promoter along with dCas9-TET1. *n* = 3/group, *P < 0.05 vs. Scramble by Student’s *t* test. Images in **C** are representative from 3 replicate samples. All data are expressed as mean ± SEM.

**Figure 10:**
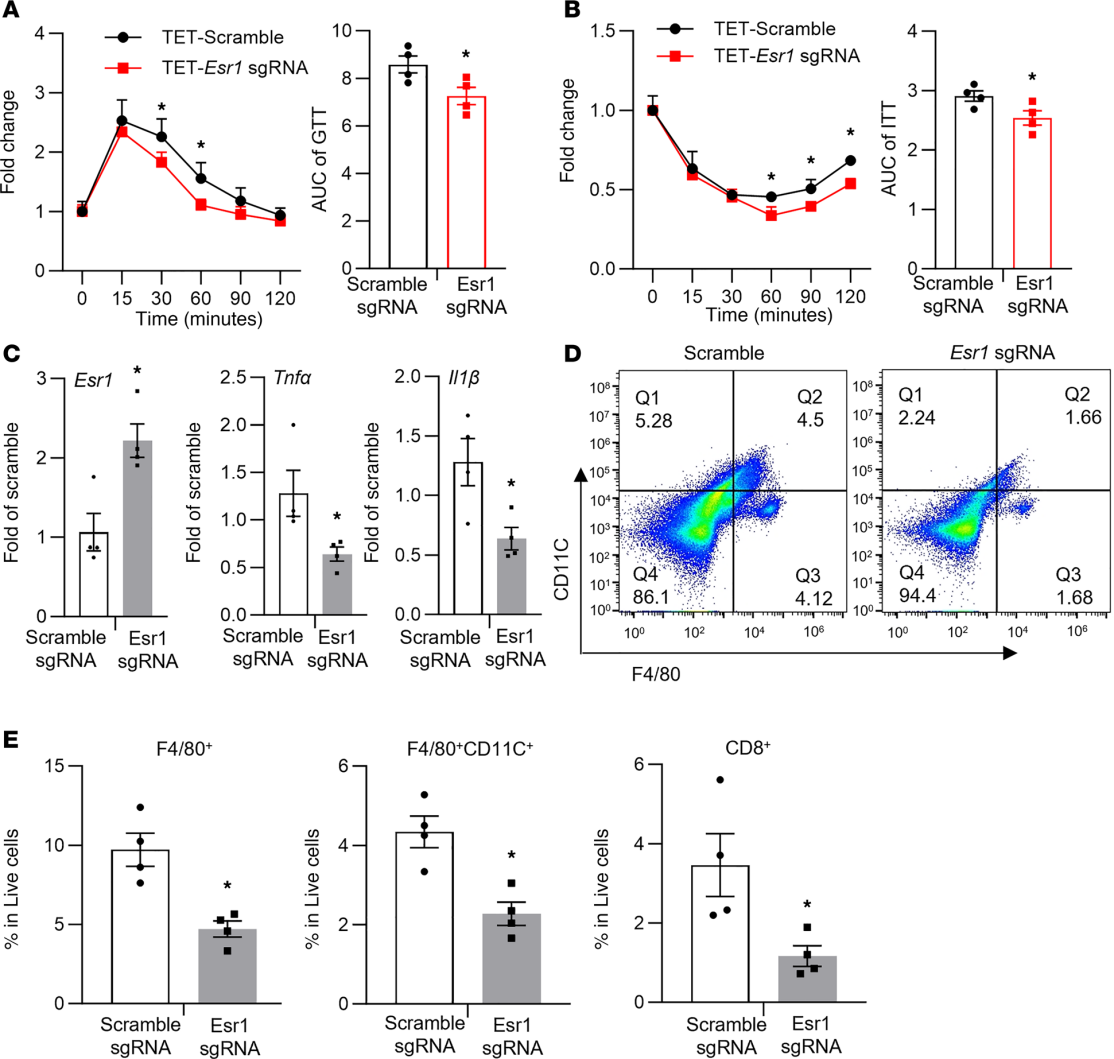
Targeted methylation at the *Esr1* promoter regulates adipose tissue inflammation and insulin sensitivity. (**A** and **B**) GTT (**A**) and ITT (**B**) in HFD-fed female C57BL/6J mice surgically injected with dCas9-TET1 along with either scramble sgRNA or S7 sgRNA targeting *Esr1* promoter in gWAT, *n* = 4. *P < 0.05 vs. Scramble sgRNA by 1-way ANOVA with repeated measures followed by Fisher’s LSD post hoc test. (**C**–**E**) Gene expression (**C**), FACS analysis of F4/80^+^CD11C^+^ ATMs (**D**), and percentage of F4/80^+^ ATMs, F4/80^+^CD11C^+^ ATMs, and CD8^+^ T lymphocytes (**E**) in gWAT of HFD-fed female C57BL/6J mice surgically injected with dCas9-TET1 along with either scramble sgRNA or S7 sgRNA targeting *Esr1* promoter in gWAT, *n* = 4. *P < 0.05 vs. Scramble sgRNA by Student’s *t* test. All data are expressed as mean ± SEM.

# Supplementary material for: Epigenetic programming of estrogen receptor in adipocytes by high-fat diet regulates obesity-induced inflammation
**Source:** JCI Insight. 2025 Aug 26;10(19):e173423. doi: 10.1172/jci.insight.173423
**Supplement:** Supplemental data

## Supplemental Figures and Tables

### Epigenetic Programming of Estrogen Receptor in Adipocytes by High Fat Diet Regulates Obesity-Induced Inflammation

Rui Wu<sup>1, 2</sup>, Fenfen Li<sup>2</sup>, Shirong Wang<sup>2</sup>, Jia Jing<sup>2</sup>, Xin Cui<sup>2</sup>, Yifei Huang<sup>2</sup>, Xucheng Zhang<sup>2</sup>, Jose A. Carrillo<sup>3#</sup>, Zufeng Ding<sup>2</sup>, Jiuzhou Song<sup>3</sup>, Liqing Yu<sup>4</sup>, Huidong Shi<sup>5,6</sup>, Bingzhong Xue<sup>\* 2</sup>, and Hang Shi<sup>\* 2</sup>

# Supplemental Figure 1.

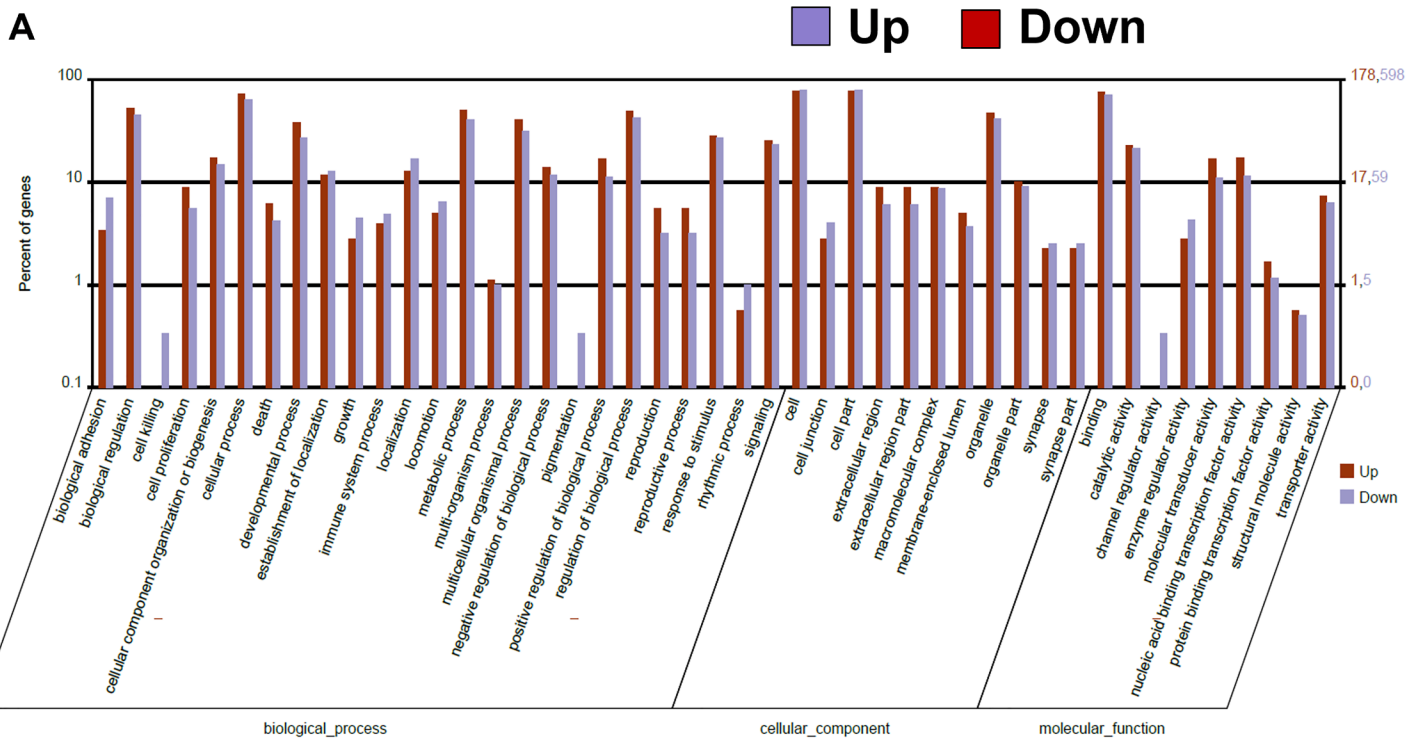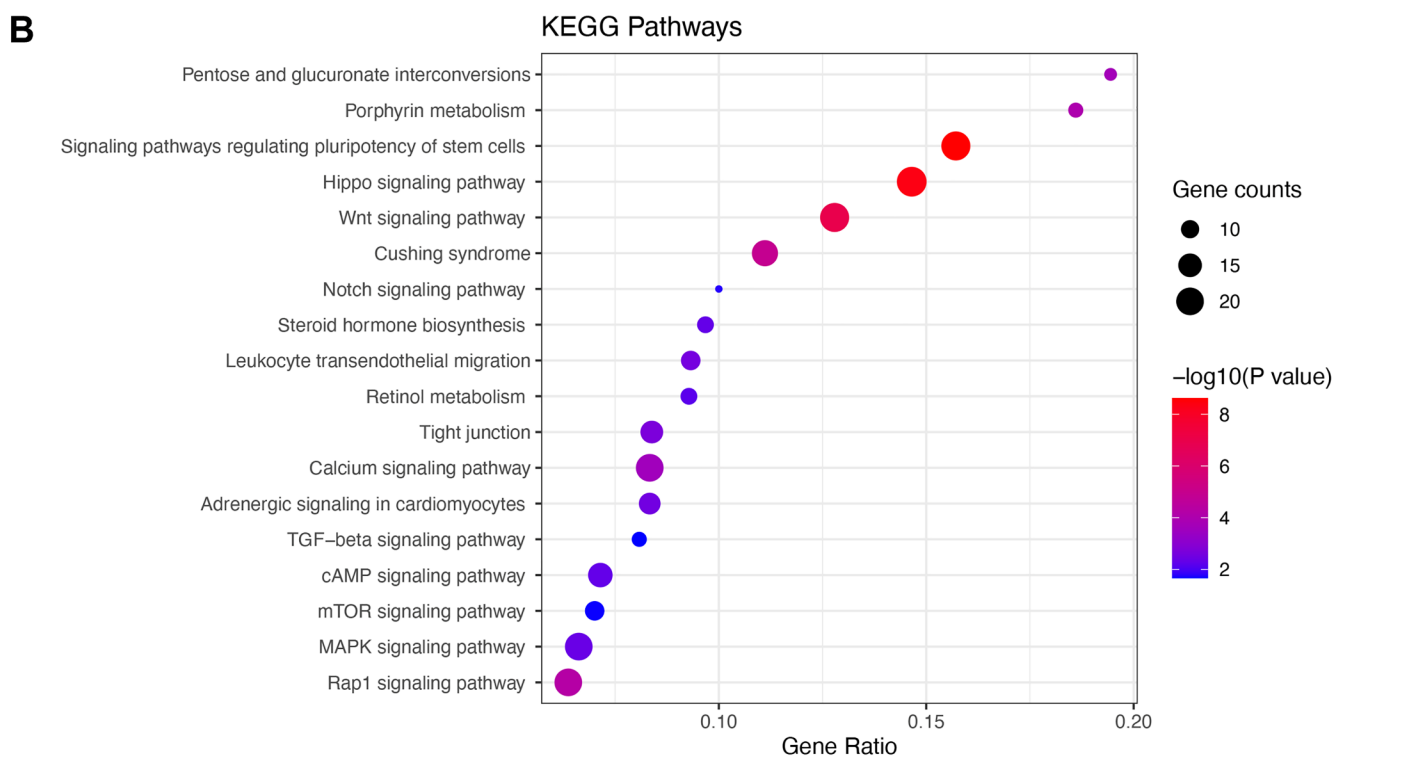

**Supplemental Figure 1. (A-B) Gene Ontology (GO) analysis (A) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis (B) of differentially methylated regions (DMRs) in gWAT of male mice fed with LFD or HFD for 12 weeks.**

**Supplemental Figure 2.**

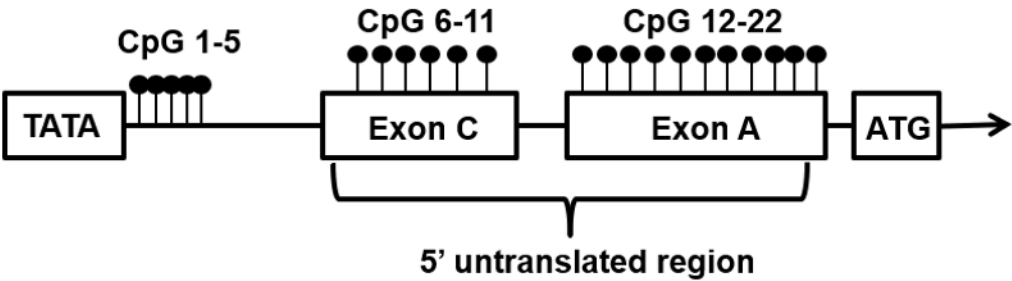

**Supplemental Figure 2.** Schematic illustration of the proximate promoter and 5'-UTR regions of *Esr1*. Closed circles indicate CpG sites on *Esr1* promoter.

Supplemental Figure 3.

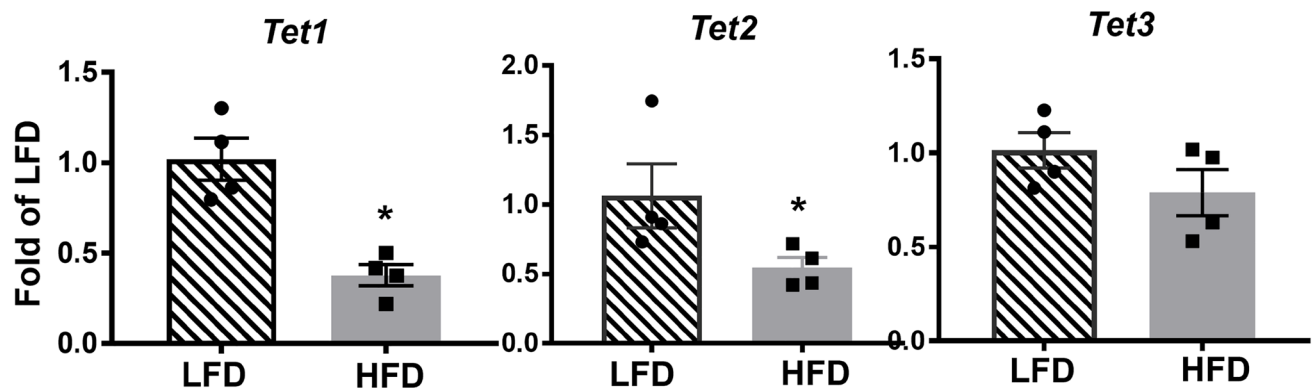

**Supplemental Figure 3.** Expression of *Tet1*, *Tet2* and *Tet3* in gWAT of male mice fed with LFD or HFD for 12 weeks. n=4/group. \*p < 0.05 vs. LFD as analyzed by Student's t test. All data are expressed as mean  $\pm$  SEM.

Supplemental Figure 4.

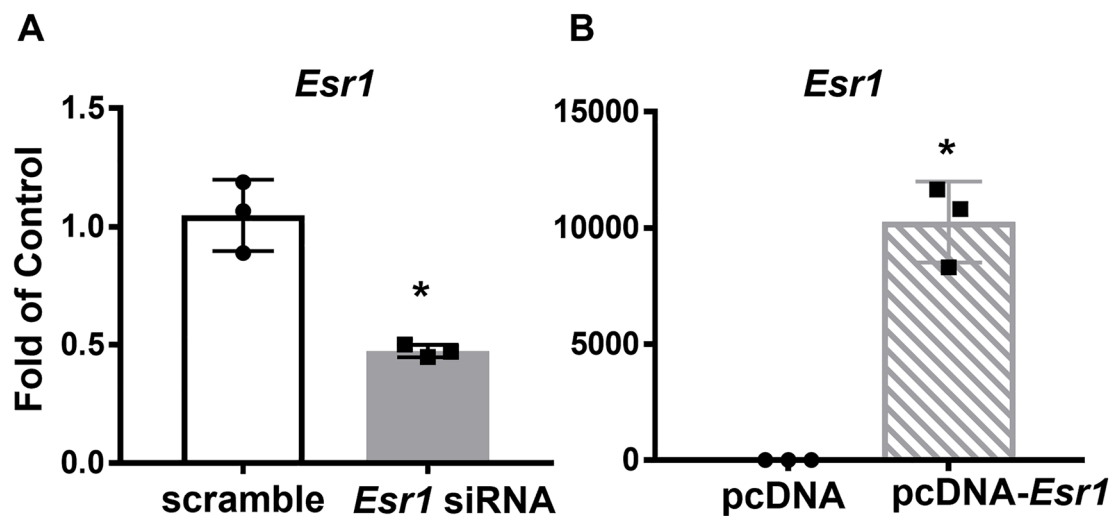

**Supplemental Figure 4.** *Esr1* knockdown (A) and overexpression (B) in 3T3-L1 adipocytes. n=3/group. \*p < 0.05 as analyzed by Student's t test. All data are expressed as mean ± SEM.

# Supplemental Figure 5.

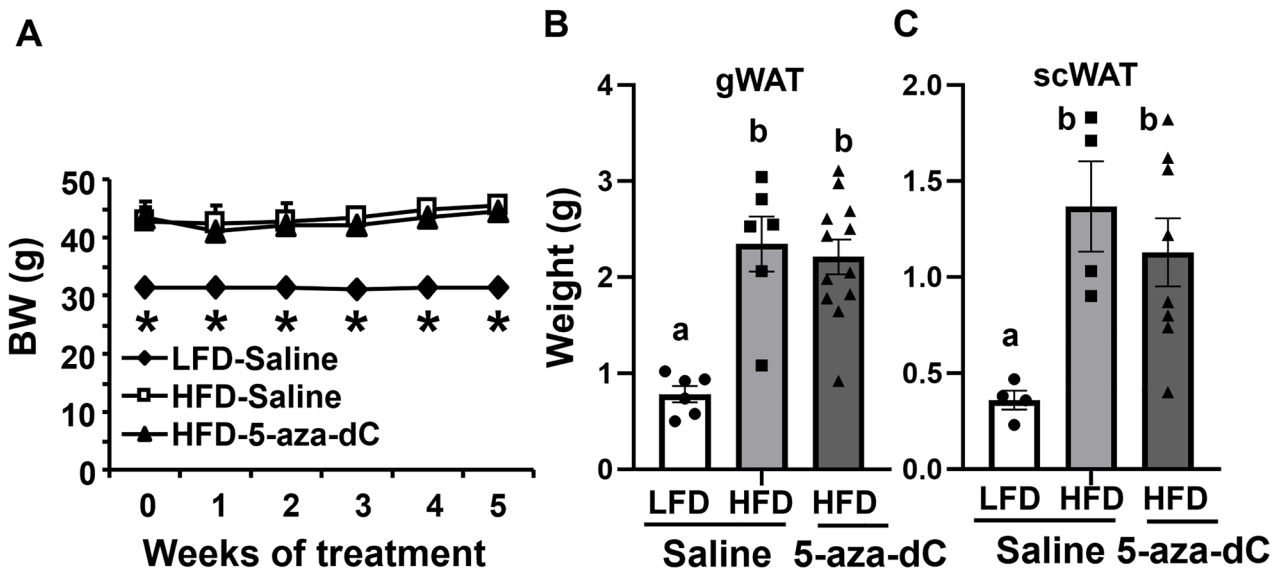

**Supplemental Figure 5.** 5-aza-dC treatment in DIO mice (0.25mg/kg BW, three times per week) for 6 weeks does not change body weight (A), gWAT (B) and scWAT (C) mass. n=4-6/group. In (A), \*p < 0.05 vs. other groups. In (B-C), groups labeled with different letters are statistically different from each other. n=4-12/group. Statistical significance was analyzed by one-way ANOVA with Fisher's LSD post hoc test. All data are expressed as mean  $\pm$  SEM.

Supplemental Figure 6.

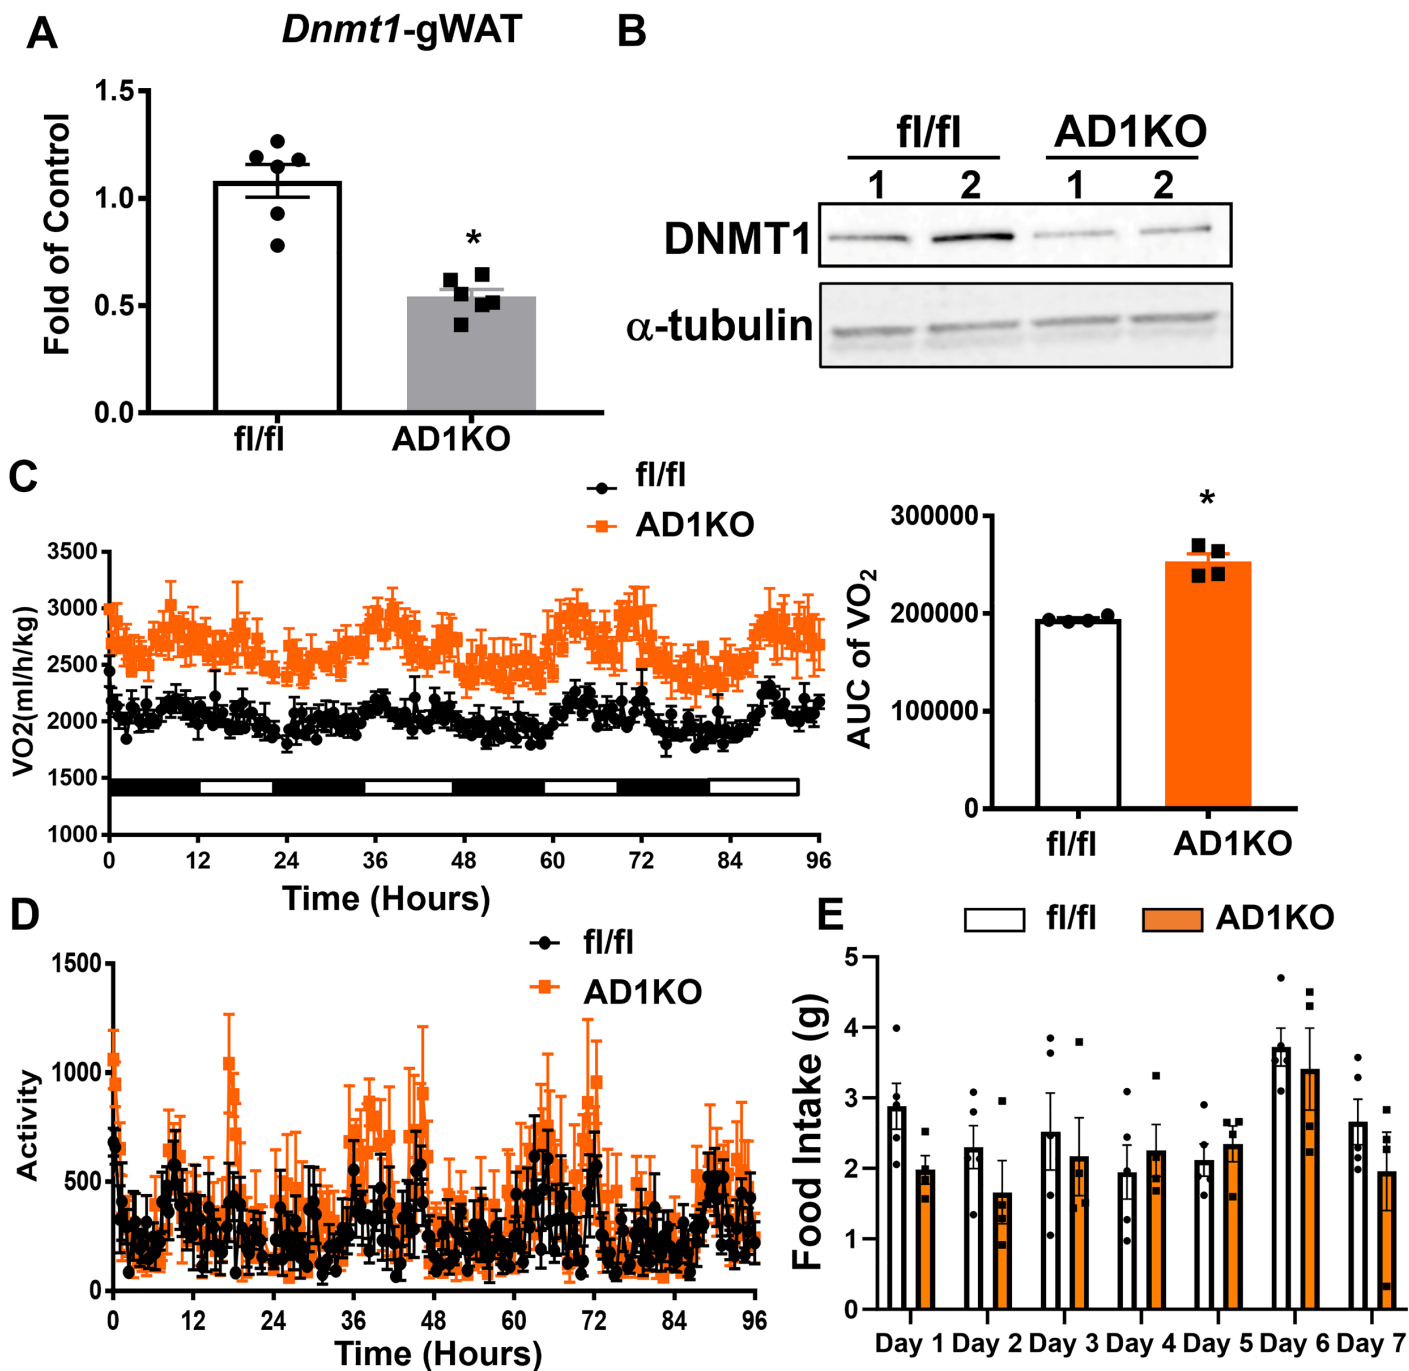

**Supplemental Figure 6.** Metabolic phenotypes in female AD1KO and their fl/fl littermate control mice fed HFD. (A-B) *Dnmt1* mRNA (A, n=6/group) and protein levels (B) in female AD1KO and fl/fl mice. \*p<0.05 vs. fl/fl by Student's t test. (C-E) Oxygen consumption (C), locomotor activity (D) and food intake (E) in female AD1KO and fl/fl mice fed HFD, n=4/group. \*p<0.05 vs. fl/fl by Student's t test. All data are expressed as mean  $\pm$  SEM.

Supplemental Figure 7.

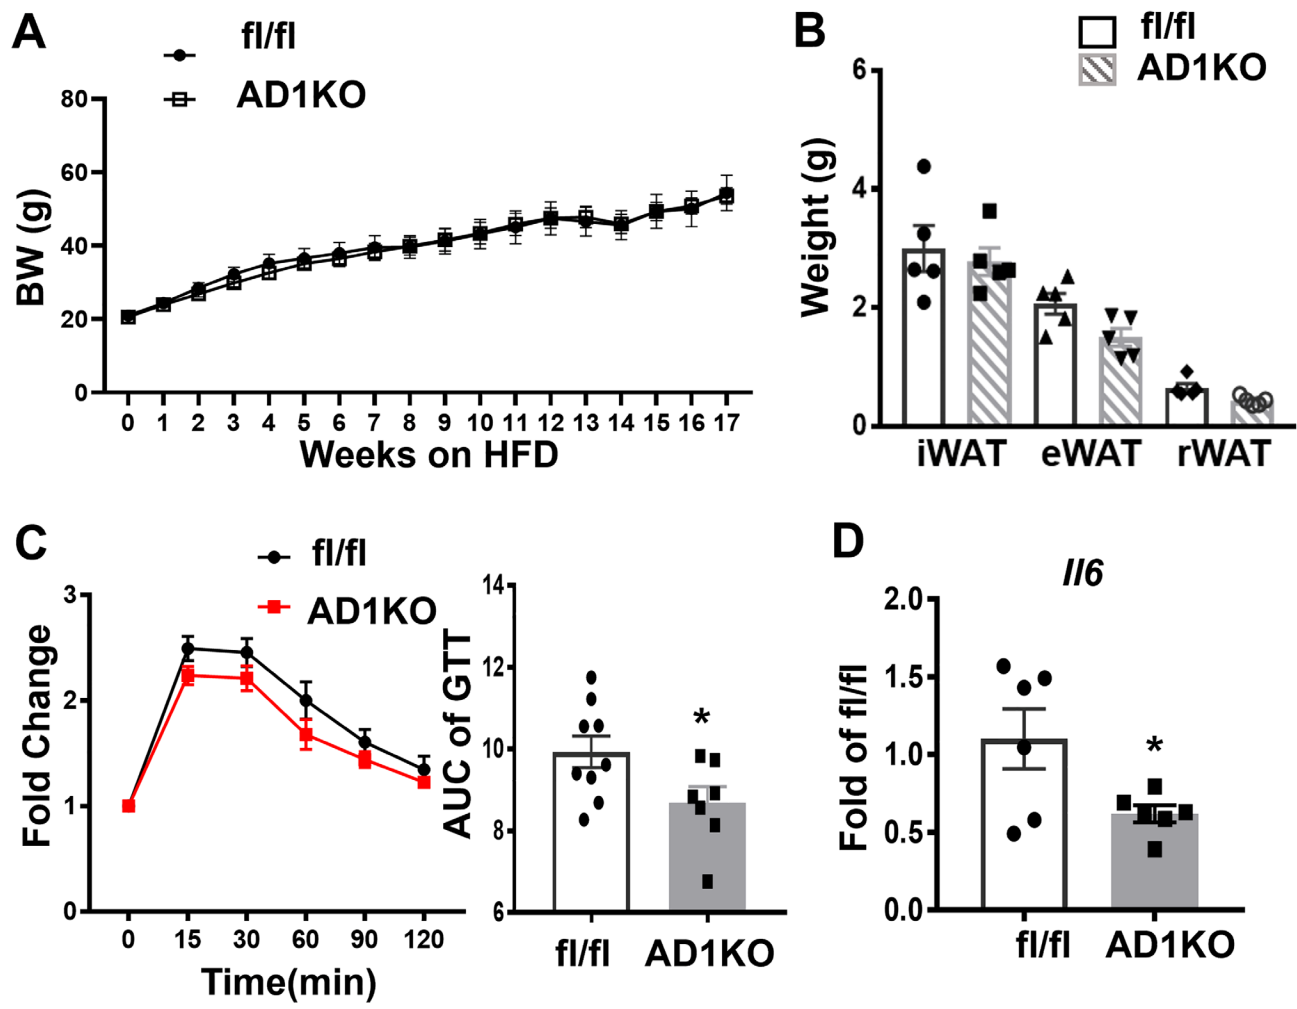

**Supplemental Figure 7.** Metabolic phenotypes in male AD1KO and their fl/fl littermate control mice fed HFD. (A-B) Body weight (A) and tissue weight (B) of male AD1KO and fl/fl mice fed HFD, n=5/group. (C) GTT in male AD1KO and fl/fl mice fed HFD, n=7-9/group. (D) Proinflammatory gene expression in gWAT of male AD1KO and fl/fl mice fed HFD, n=5-6/group. \*p<0.05 vs. fl/fl by Student's t test. All data are expressed as mean ± SEM.

Supplemental Figure 8.

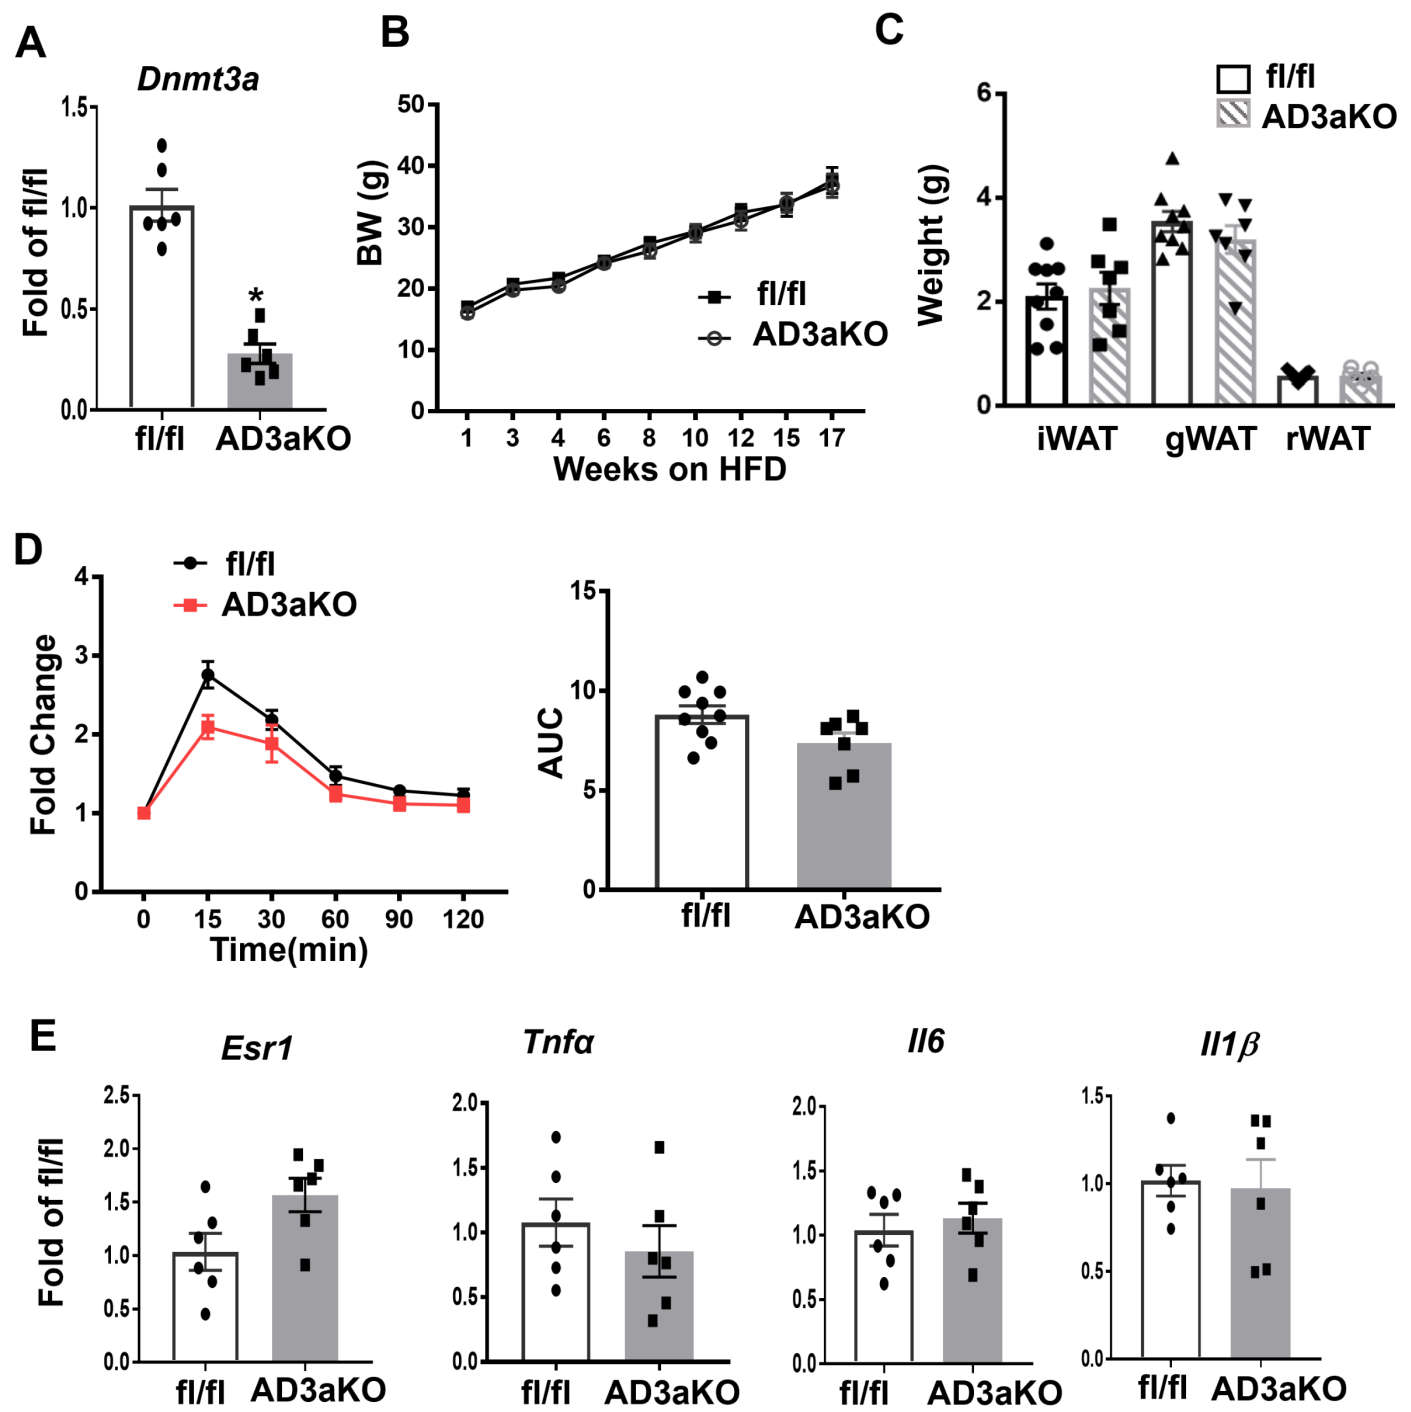

**Supplemental Figure 8.** Metabolic phenotypes in female AD3aKO and their fl/fl littermate control mice fed HFD. (A) *Dnmt3a* mRNA in female AD3aKO and fl/fl mice. n=6/group. \*p<0.05 vs. fl/fl by Student's t test. (B-D) Body weight (B), tissue weight (C) and GTT (D) in female AD3aKO and fl/fl mice fed HFD, n=7-9/group. (E) Gene expression levels in gWAT of female AD3aKO and fl/fl mice fed HFD, n=6/group. All data are expressed as mean  $\pm$  SEM.

Supplemental Figure 9.

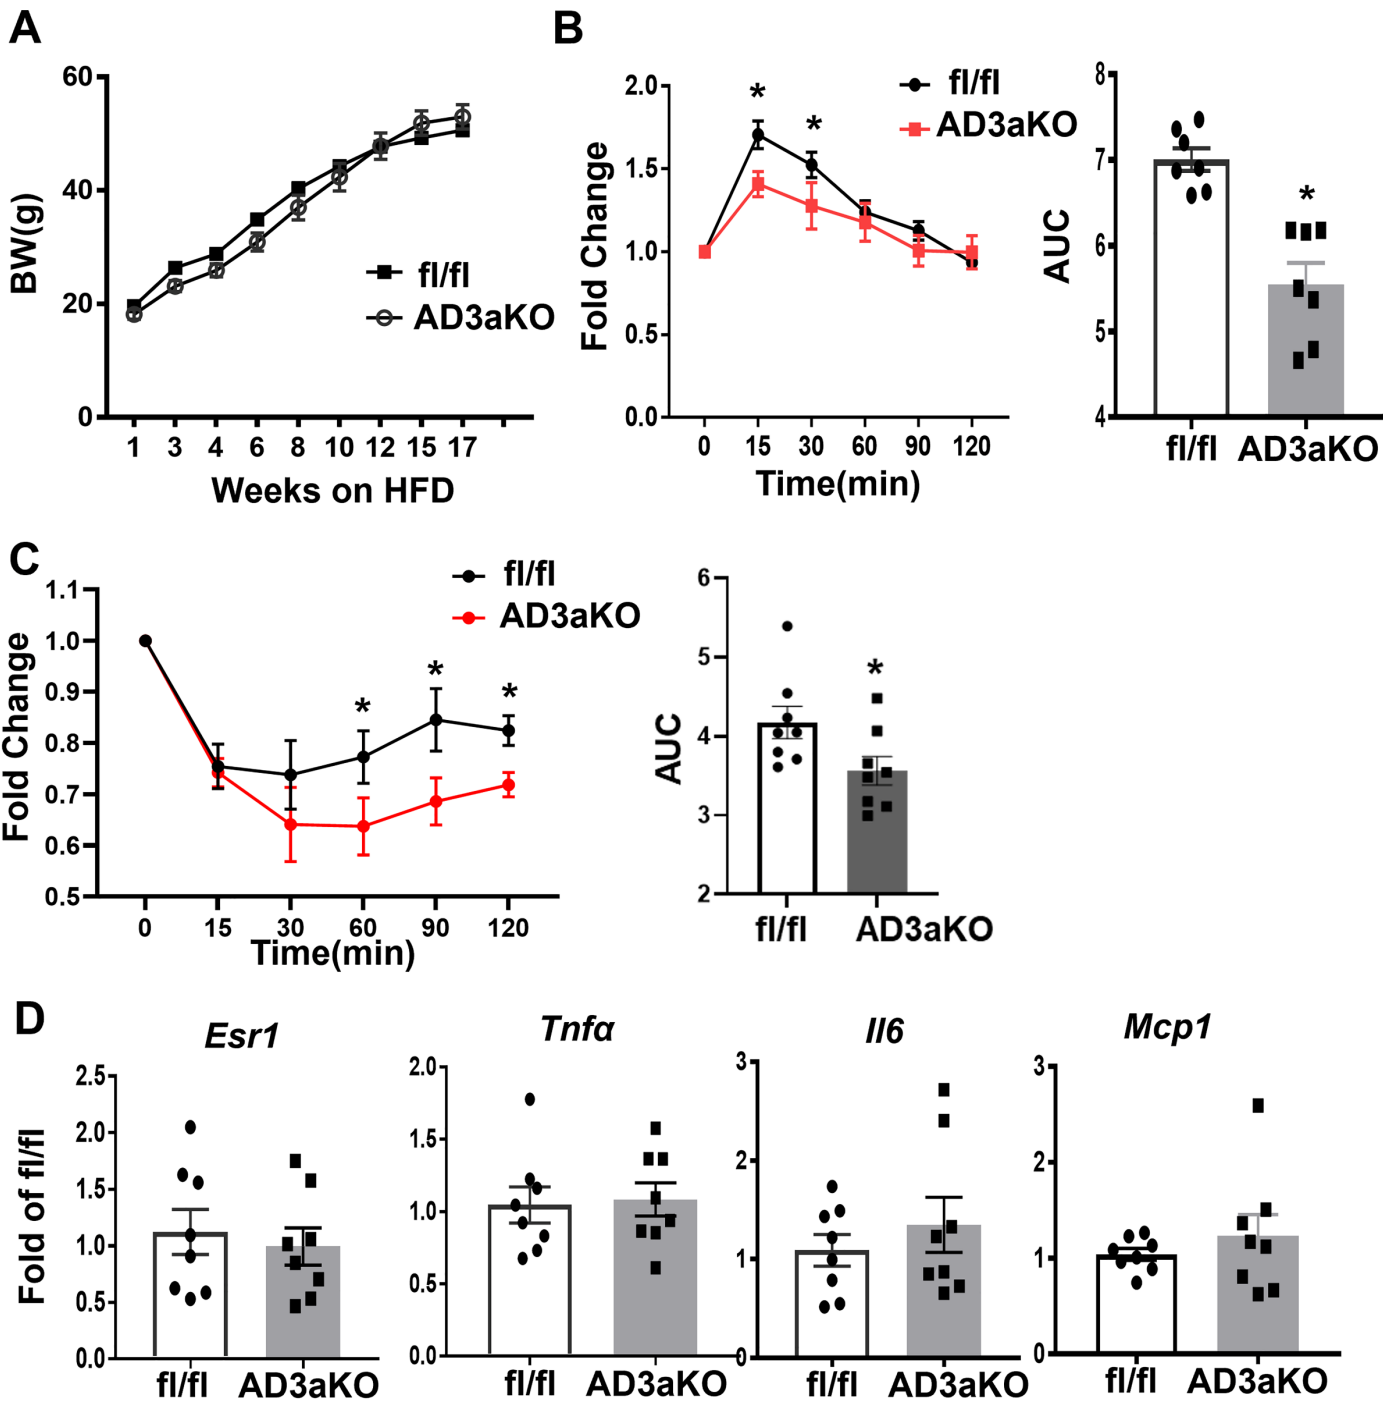

**Supplemental Figure 9.** Metabolic phenotypes in male AD3aKO and their fl/fl littermate control mice fed HFD. (A-C) Body weight (A), GTT (B) and ITT (C) in male AD3aKO and fl/fl mice fed HFD, n=7-8/group. \*p<0.05 vs. fl/fl by Student's t test. (D) Gene expression levels in gWAT of female AD3aKO and fl/fl mice fed HFD, n=6/group. All data are expressed as mean  $\pm$  SEM.

Supplemental Figure 10.

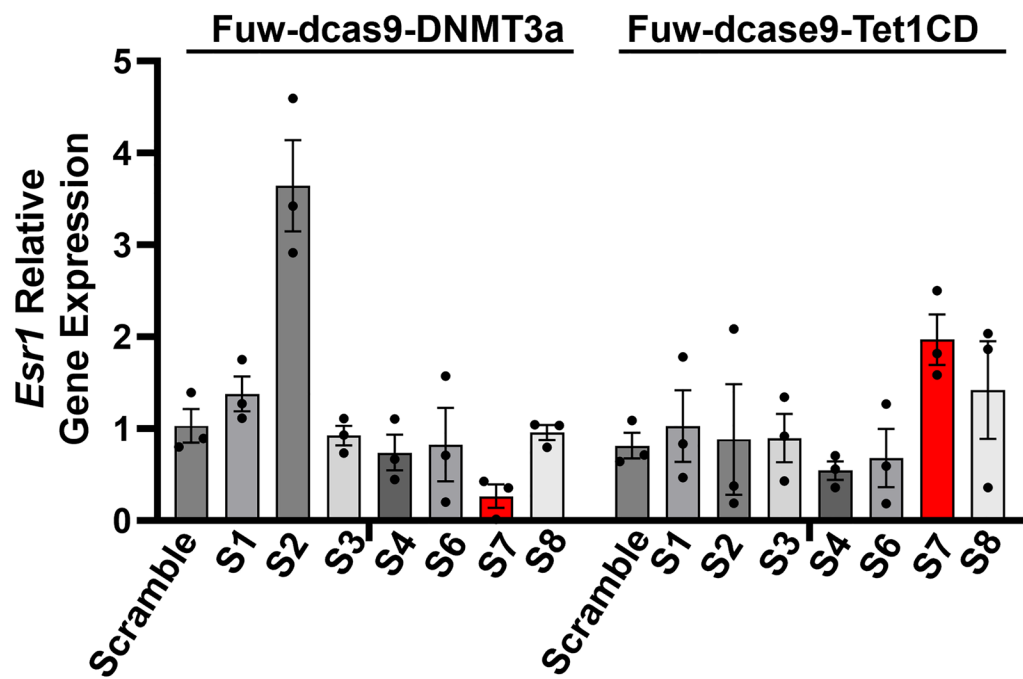

**Supplemental Figure 10.** *Esr1* expression in 3T3-L1 adipocytes infected with lentivirus encoding scramble sgRNA or sgRNAs targeting *Esr1* promoter together with either dCas9-DNMT3a or dCas9-TET1, n=3 \*p<0.05 vs. Scramble by Student's t test. All data are expressed as mean ± SEM.

**Supplemental Figure 11.**

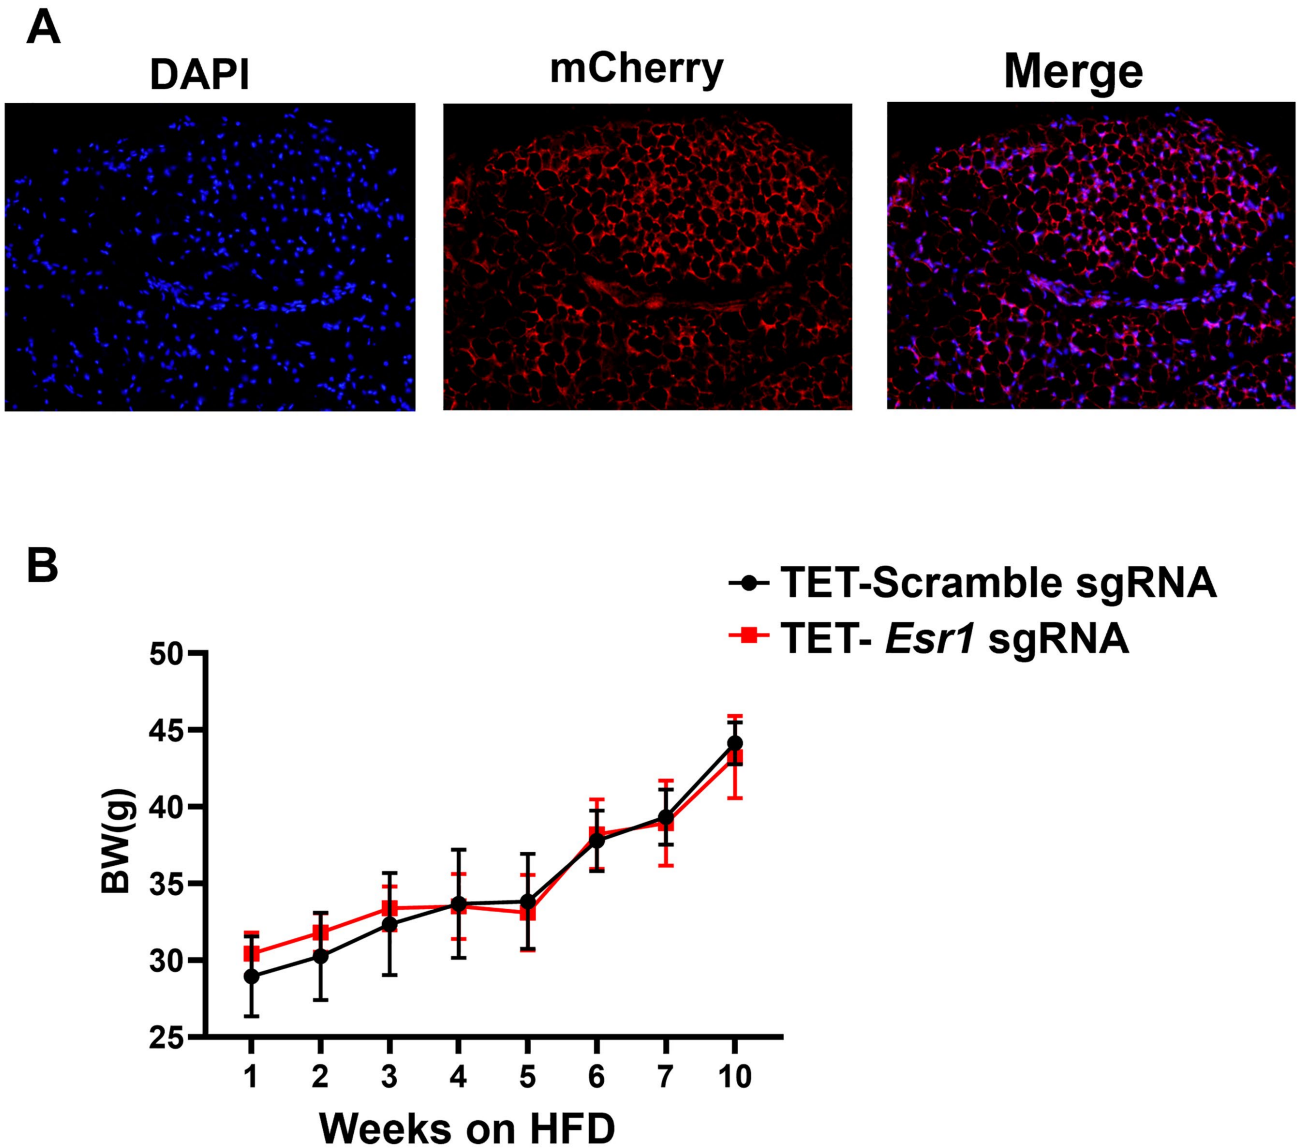

**Supplemental Figure 11.** (A) mCherry immunostaining in gWAT of female C57BL/6J mice surgically injected with dCas9-TET1 along with S7 sgRNA targeting *Esr1* promoter into gWAT. (B) Body weight of HFD-fed female C57BL/6J mice surgically injected with dCas9-TET1 along with either scramble sgRNA or S7 sgRNA targeting *Esr1* promoter, n=4. All data are expressed as mean  $\pm$  SEM.

**Supplemental Table 1. Primer/probe sets for gene expression**

| <b>Gene symbol</b>             | <b>Company</b> | <b>Catalog #</b> |
|--------------------------------|----------------|------------------|
| <i>Esr1</i>                    | ABI            | Mm00433149_m1    |
| <i>Tnf</i>                     | ABI            | Mm00443258_m1    |
| <i>Nos2</i>                    | ABI            | Mm00440502_m1    |
| <i>Il6</i>                     | ABI            | Mm00446190_m1    |
| <i>Ccl2</i>                    | ABI            | Mm00441242_m1    |
| <i>Il1<math>\beta</math></i>   | ABI            | Mm01336189_m1    |
| <i>Dnmt1</i>                   | ABI            | Mm00599783-g1    |
| <i>Dnmt3a</i>                  | ABI            | Mm00432881_m1    |
| <i>Tet1</i>                    | ABI            | Mm01169087_m1    |
| <i>Tet2</i>                    | ABI            | Mm00524395_m1    |
| <i>Tet3</i>                    | ABI            | Mm00805756_m1    |
| <i>Ucp1</i>                    | ABI            | Mm01244861_m1    |
| <i>Pgc1<math>\alpha</math></i> | ABI            | Mm01208835_m1    |
| <i>Pgc1<math>\beta</math></i>  | ABI            | Mm00504730_m1    |
| <i>Elovl3</i>                  | ABI            | Mm01194165_g1    |
| <i>Cidea</i>                   | ABI            | Mm00432554_m1    |
| <i>Eva1</i>                    | ABI            | Mm00468397_m1    |
| <i>Prdm16</i>                  | ABI            | Mm00712556_m1    |
| <i>Dio2</i>                    | ABI            | Mm0051664_m1     |
| <i>Cox1</i>                    | ABI            | Mm04225243_g1    |
| <i>Acox1</i>                   | ABI            | Mm01246834_m1    |
| <i>Klh13</i>                   | ABI            | Mm00470674_m1    |
| <i>Ear2</i>                    | ABI            | Mm04207376_gH    |
| <i>Tbx1</i>                    | ABI            | Mm00448949_m1    |

**Supplemental Table 2. Antibodies used in Immunoblotting, Immunohistochemistry and ChIP-qPCR**

| Antibody                                                                             | Company                | Catalog#    | Application |
|--------------------------------------------------------------------------------------|------------------------|-------------|-------------|
| DNMT1                                                                                | Abcam                  | Ab87654     | WB          |
| DNMT1                                                                                | Santa Cruz             | sc-20701    | ChIP        |
| DNMT3A                                                                               | Santa Cruz             | sc-373905   | ChIP        |
| mCherry                                                                              | Abcam                  | ab205402    | IF          |
| CD68                                                                                 | Abcam                  | Ab125212    | IHC         |
| UCP1                                                                                 | Abcam                  | Ab10983     | IHC         |
| $\alpha$ -Tubulin                                                                    | Santa Cruz             | sc-53646    | WB          |
| Goat anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 680  | Invitrogen             | A21058      | WB          |
| Goat anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 680 | Invitrogen             | A21109      | WB          |
| Biotin-SP (long spacer) AffiniPure Donkey Anti-Rabbit IgG (H+L)                      | Jackson ImmunoResearch | 711-065-152 | IHC         |
| Cy <sup>™</sup> 3 AffiniPure Donkey Anti-Rabbit IgG (H+L)                            | Jackson ImmunoResearch | 711-165-152 | IF          |

**Supplemental Table 3. Primer sequences for *Esr1* promoter cloning**

| Primer                          | Sequence (5'-3')                  |
|---------------------------------|-----------------------------------|
| <i>Esr</i> promoter region-F1   | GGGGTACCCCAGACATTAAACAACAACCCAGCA |
| <i>Esr</i> promoter region-R1   | GGAATTCC GCTAGCACCACTTGACT        |
| <i>Esr</i> methylated region-F2 | GGAATTCCGGGCTGGAGTTTCTTAGGAAT     |
| <i>Esr</i> methylated region-R2 | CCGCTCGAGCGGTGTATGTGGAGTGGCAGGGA  |

**Supplemental Table 4. Primer sequences for ChIP-qPCR assay**

| Primer        | Sequence (5' -3')       |
|---------------|-------------------------|
| <i>Esr-F1</i> | GGGCTGGAGTTTCTTCTAGGAAT |
| <i>Esr-R1</i> | CTGCACGAGCTGGATGAATG    |

**Supplemental Table 5. Primer sequences for pyrosequencing**

| Primer                   | Sequence (5'-3')            |
|--------------------------|-----------------------------|
| <i>Esr1</i> -pyroseq-F1  | GGGGTTGGAGTTTTTTTTTAGGAAT   |
| <i>Esr1</i> -pyroseq-R1* | AACAACCAATAAACAAAACACTTAACA |
| <i>Esr1</i> -pyroseq-S1  | AGTTTTTTTTTAGGAATGTTGA      |
| <i>Esr1</i> -pyroseq-S2  | GTTTTTTAGTAGATAGTAAGGTT     |

F: Forward primer;

R: reverse primer;

S: sequencing primer.

\*Indicates primers with biotin-tag.

**Supplemental Table 6. Primer sequences for guide RNA design**

| Guide RNA          | Primer (Forward: 5'-3')  | Primer (Reverse: 5'-3') |
|--------------------|--------------------------|-------------------------|
| Non-targeting gRNA | TTGGCCCCCGGGGAAAAATTTT   | AAACAAAATTTTCCCCGGGG    |
| <i>Esr1</i> gRNA   | TTGGcgggaagcagccagtaggca | AAACtgcctactggctgctcccg |

How the deposited data were processed for this re-analysis (not part of the article)

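Gene expression was measured by RNA-seq in gWAT of female fl/fl and AD1KO mice fed HFD. RNA of 4 animals per group was pooled, so there is 1 library per group and the libraries cannot show the spread between animals. The authors' service provider aligned clean reads to mouse mm9 and deposited one table of both libraries. The text of the paper does not name the aligner or the program that quantified expression. The RRBS samples of the series were not analysed here.

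The authors deposited expression as FPKM, with 0 written as 0.01. The deposited log2 fold change equals the log2 of the ratio of the expression columns for all 17335 genes. The deposited P-value is that of a Poisson comparison of the reads of the libraries, and the deposited FDR is not capped, reaching 1.01. A P-value of that kind compares the libraries, not the conditions, and was used here only to estimate reads. Both expression columns were matched to their group through the sample labels.

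The values of 0.01 were set back to 0, and the log2 ratio of AD1KO over fl/fl was computed after adding 0.01 FPKM. Genes with at least 0.1 FPKM in 1 library were tested, which left 15839, and a log2 ratio of 0.5 in either direction counted as lower or higher. The tests had been planned for read counts. As the table holds FPKM, the plan's settings for data without counts were used. Genes were matched by exact symbol.

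Reads were estimated because the depth sets the precision. For genes listed at 0 in one library, the P-value gives the reads of the other as a whole number. A library ratio of 0.989 was chosen so that 77 genes at 0 in AD1KO gave whole numbers. Their implied reads then lay within 0.0157 of a whole number. Over 58 genes at 0 in fl/fl, not used for that choice, the implied reads lay within 4.87e-06 of a whole number. A depth of 17609511 reads in fl/fl and a length correction of 119 bases were fitted to only 29 genes at 0 in AD1KO. From the ratio, depth and length correction, reads were computed for each gene. Deposited and recomputed -log10 P-values correlated at 0.998 across 17220 genes. The median tested gene had about 569 reads over both libraries, and 932 tested genes had under 10. The 20 most abundant genes took 18.7% of reads in fl/fl and 21.2% in AD1KO. Counting intervals are exact Clopper-Pearson intervals at 95%, and a gene listed at 0 is compatible with up to 3 reads. Reads had no molecular identifiers in the table, so intervals cover counting error only.

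The genes named were fixed before the data were examined: those the paper names for this tissue, those labelled in Figure 7A or drawn in Figure 7C, the DNA methylation enzymes, the markers of Figure 8, and the 5 largest rises and 5 largest falls among genes with at least 5 FPKM in 1 library. That gave 105 genes. Before the data were examined, 29 gene lists for cell types and processes were also written, of which 2 had no gene in the table. A list was described by the percentile of its median among 10000 random lists of the same size matched on mean expression in 20 bins, and the counting error of its median by 1000 simulations of reads. Lists of interferon-inducible GTPases, neutrophil granule genes and smooth muscle genes, and the GO terms, were chosen after the data were seen. No p-value across genes was computed.

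Alternatives set before the data were examined were scaling by trimmed mean of M-values, with 30% of ratios and 5% of levels trimmed at each end, by the upper quartile or by the median of ratios, no filter on low values, the authors' deposited fold changes, and a log2 ratio threshold of 1. Further pseudocounts, filters and the use of estimated reads were added after the data were seen.

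The steps were tested on simulated data with known answers. Of 4854 genes with under 100 reads, 99.8% were recovered within 1 read. Of 200 genes changed by known amounts, 100% passed the threshold and 95% had the whole interval past it, while 0.501% of 11979 unchanged genes passed it. Both sets were drawn only from genes with reads in both libraries and a mean of at least 50 estimated reads per library. The simulated reads carried counting error only. These rates therefore do not hold for the lower genes among those tested, nor for the spread between animals. The interval held 0 for 95.0% of unchanged genes, and 3.5% of 200 unchanged lists fell outside the middle 95%. The work used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9. Gene positions are from the GENCODE annotation of the mm9 genome. Values of genes that may share reads with a near-identical copy are uncertain, among them Ccl21, Ccl27, Ccl19, Plac9a, Hba-a2, Tgtp1 and Tgtp2. Not every gene was checked for such copies.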

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

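The tests in this part were chosen after the results were seen, with 1 library per group and no replicate check. Each result concerns genes outside those the paper discusses for gWAT, with reads above the limit that a count of 0 allows.

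Ccl21a (chromosome 4 of mm9, 42786392 to 42787525, minus strand) had a log2 ratio of 8.07, from about 2 reads in fl/fl to 492 in AD1KO, in a tissue where the chemokine genes drawn in Figure 7C fell. An unnamed transcript annotated as a Ccl21a precursor went the other way, from about 305 reads to a listing of 0. Summed over the 8 entries annotated as Ccl21, there were about 462 reads in fl/fl and 802 in AD1KO, a log2 ratio of 0.81. The entries cancel only in part, as those that rose gained about 660 reads in all and those that fell lost about 321. The opposite moves are in line with reads of one gene given to different near-identical copies in the libraries; the named copies Ccl21b, Ccl21c, Gm13304 and Gm10591 also lie on chromosome 4. The same total in both libraries is argued against by the interval of the sum, which starts at 0.65 and ends at 0.98. The whole interval lies past 0.5, so the sum counts as higher too. Whether that rise comes from AD1KO or from the animals in the pool stays open. The same reading of copies that go opposite ways applies to Hba-a2, at a log2 ratio of 1.93, and Hba-a1, at -0.29. Their sum had a ratio of -0.15 with an interval from -0.16 to -0.13, so these copies do not cancel in full either.

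Interferon-inducible GTPase genes fell further than the inflammatory genes the paper draws. The median log2 ratio of the 18 tested was -2.64, with single genes from -4.28 to -1.16, and it was below the medians of all 10000 matched random lists. All 18 were lower under each scaling, pseudocount and filter tried. That outcome was fixed, because a pseudocount keeps the sign of a ratio and the scaling shifts were smaller than the smallest fall, -1.16. Tgtp1 and Tgtp2, at -1.96 and -3.34, carry the same annotation and may share reads, so their single values are uncertain. Iigp1 fell from 192 to 11.5 FPKM, and Ifng itself from about 41 to 4 reads. Fewer immune cells at unchanged expression per cell would lower these genes no further than the immune list that fell most, the NK and cytotoxic cell list with a median of -2.04. The difference of the medians was -0.60, and their counting intervals, -2.84 to -2.60 and -2.49 to -1.85, do not overlap. Further, 15 of the 18 lay below the lowest macrophage marker, at -2.03. Single NK and cytotoxic genes ran from -2.91 to -1.57, however, a spread that holds the GTPase median. The intervals of the medians cover counting error and not this spread between genes, so a loss of such cells is not ruled out. A weaker interferon response in AD1KO gWAT is a hypothesis. The 10 interferon response genes outside this family had a median of -1.14, no further than the macrophage genes at -1.28, so that list shows no fall beyond that of immune genes. Cxcl9 and Cxcl10, which interferon gamma induces and Figure 7C draws, had log2 ratios of -3.56 (interval -3.68 to -3.44) and -2.63 (interval -2.89 to -2.38), both below the NK and cytotoxic median, so the larger fall is not confined to the GTPase genes. As interferon response genes fell by such different amounts, the hypothesis stays open. A response in only some of the pooled fl/fl animals cannot be told apart from it, because there is 1 library per group. The family was picked for its fall, so its percentile describes the pattern and does not test it.

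Ucp1 had a log2 ratio of -2.60, from about 225 to 37 reads. The paper reports Ucp1 for iBAT, where it is higher in AD1KO, and not for gWAT. Counting error is argued against by the upper end of the interval, -2.08. Brown fat cells in the fl/fl library would bring their other abundant transcripts, and the other 9 brown and beige fat genes had a median of 0.43. Cidea fell, at -0.80, and Elovl3 rose, at 1.43, from about 14 and 38 reads. As these genes go both ways and white fat expresses several of them, a small share of brown fat cells cannot be told apart from a change in gWAT.

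Ltf had a log2 ratio of -4.60, from about 235 to 9 reads, and the oviduct gene Ovgp1 one of -4.29, from about 149 to 7 reads. Neutrophils also express Ltf. Fewer neutrophils in AD1KO would lower their other granule genes as far as Ltf, whose interval ends at -3.74. Among the 5 granule genes with at least 10 reads over both libraries, the lowest bound of a counting interval was -1.59, for S100a9, while S100a8 rose from 32.7 to 57.3 FPKM and Prtn3 from 1.96 to 6.25 FPKM. Ngp and Camp, granule genes like Ltf, had about 1 read each in fl/fl. Neutrophils are argued against as the source of Ltf. Oviduct or uterus tissue carried over with gWAT in the fl/fl pool is a candidate source. The ovary and oviduct list had a median of -0.54 over 6 tested genes, 3 lower and 3 higher. It holds Ovgp1 itself, without which the median of the other 5 was 0.08, and ovarian steroid genes that oviduct need not bring. Pax8 went from about 11 reads to a listing of 0, and Wfdc2, which is not on the list and was singled out after its values were seen, from about 38 to 4 reads. These go with that source but are few and low, so it stays open. A difference that comes with the genotype was not tested and stays open too.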

How the results depend on the processing

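No paired analysis was possible because there is 1 pooled library per group. The alternatives added after the data were seen are the pseudocounts of 0.1 and 1 FPKM, the minimum of 1 FPKM, the settings on estimated reads, the whole counting interval past the threshold (planned for counts and run on estimated reads), and the Figure 7C genes at their bound. The planned pseudocounts and minimum for counts were run only on estimated reads, since the table holds FPKM. The share of lower genes per pathway and its alternatives were not run, as pathway membership was not analysed here.

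Dnmt1 stayed lower and Esr1 higher in each of the 9 alternatives, with log2 ratios from -1.07 to -0.88 and from 0.70 to 0.90. Of 105 named genes, 91 were lower under each setting, and 16 to 18 of the gene lists had a median under 0, against 17 in the main setting. The tested genes of Figure 7C were lower under each setting. The counts of lower genes could hardly change. A pseudocount keeps the sign of a ratio, and the filters were not applied to the 105 named genes. The scaling shifts were smaller than the smallest fall among the tested Figure 7C genes, -0.19. These counts are therefore no test of the falls.

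Against 3029 lower and 2265 higher genes, a threshold of 1 gave 1417 lower and 910 higher, a pseudocount of 1 FPKM 1661 and 965, and the whole counting interval past 0.5 gave 1305 and 664. A larger pseudocount shrinks the ratio of low genes and a stricter call removes genes by construction. The number of higher genes fell to 1281 with a minimum of 1 FPKM, and to 1345 with at least 50 estimated reads, where fewer genes were tested. Upper quartile scaling changed which direction had more genes, 2609 lower and 2795 higher, so that 48.3% of calls were lower in place of 57.2%. The median log2 ratio of all tested genes was -0.04 in the main setting and 0.05 with upper quartile scaling.

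The median of the Figure 7C genes, -1.23, was -1.0 with a pseudocount of 0.1 FPKM and -0.68 with 1 FPKM. On estimated reads with at least 10 over both libraries it was -1.04 over 63 genes, and with the smaller and the larger pseudocount in reads -1.09 and -0.98. With at least 50 estimated reads it was -1.26 over 54 genes, and with a minimum of 1 FPKM -1.11 over 56, so filters on low genes moved it both ways. The larger pseudocounts shrink low genes by construction. With the genes listed at 0 at their bound it was -1.20.

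Among the other values, each a single gene, list or GO term, none changed sign beyond its counting interval. Of 141 such values, 18 moved outside their interval with upper quartile scaling, 7 with trimmed mean of M-values, 4 with median of ratios and 31 with a pseudocount of 1 FPKM. On estimated reads 8 moved with the larger pseudocount. The ratio of lower genes to expected became larger, beyond its interval, for 4 of 9 GO terms with a threshold of 1 and for 7 of 9 with the whole counting interval past 0.5. Without the Ccl21 and Ccl27 entries, left out after the data were seen, it rose to 3.71 for chemokine activity. The median of the germline genes changed sign inside its counting interval, from 0.74 to -0.38 on estimated reads. Depth limits the low genes most: 18 of the 73 tested Figure 7C genes have an interval that includes 0.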

Differences from the paper's values

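The paper's qPCR values for gWAT of female AD1KO and fl/fl mice fed HFD were averaged from its supporting data and set beside the log2 ratio of the pooled libraries. The error is the SD of the paper's values carried to the log2 ratio. Of 12 genes compared, 5 differed, meaning that the log2 ratio lay outside the paper's value plus or minus its error. That rule leaves out the counting interval. The interval overlaps the paper's range for Il6, Nos2, Ppargc1a and Klhl13, and lies below it for Ear2 only. None of the alternatives set before the data were examined closed the gap for Il6, Nos2, Ear2 and Ppargc1a.

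Il6 had a log2 ratio of 0.00, from about 4 reads in each library, and the paper's is -1.07 (SD 0.58, n = 6 per group). The counting interval of Il6, -2.41 to 2.44, holds the paper's value, so a difference from it was not detectable at this depth; this is so for 1 of the 5 genes. Nos2 had -0.49 (interval -0.87 to -0.12), and the paper's is -1.22 (SD 0.63). Ear2 had 0.17 (interval 0.03 to 0.32), and the paper's is 1.24 (SD 0.77, n = 5 per group). Ppargc1a, the paper's Pgc1α, had -0.20 with an interval from -1.14 to 0.66, and the paper's is 1.27 (SD 0.87). Klhl13 had 0.45 (interval 0.28 to 0.63), and the paper's is 1.01 (SD 0.55). For Klhl13, trimmed mean of M-values scaling gave 0.50, upper quartile scaling 0.54 and median of ratios scaling 0.49, all within the paper's error, while the authors' deposited fold changes gave 0.45, outside it.

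The paper describes a broad fall of chemotactic genes. Among genes annotated with chemokine activity, 24 tested entries are outside Figure 7C, and 13 of them are Ccl21 or Ccl27 entries that share reads. The other 11 had a median log2 ratio of -0.02, with the whole counting interval below 0 for 3 and above 0 for 1. Those that fell were Xcl1 at -1.77 (interval -2.71 to -0.92), Pf4 at -0.69 (interval -0.80 to -0.57) and Cklf at -0.53 (interval -0.98 to -0.06), and the one that rose was Ccl24 at 0.49 (interval 0.16 to 0.83). Cxcl12 had a log2 ratio of -0.02 (interval -0.09 to 0.06) and Cxcl13 one of -0.09 (interval -0.35 to 0.17). These genes were picked after their values were seen. The paper names Nos2 among the lower genes, and its log2 ratio here falls short of the threshold of 0.5 in the methods. The text gives a log2 threshold of 0.5 and Figure 7A draws 1.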

Other observations

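The tests in this part were chosen after the results were seen, except the share of lower genes whose whole counting interval passes the threshold under other scalings, which was set before its value was seen. The gene lists, apart from neutrophil granule, smooth muscle and interferon-inducible GTPase genes, were written before the data were examined. None of the macrophage, T cell, B cell, NK and cytotoxic, plasma cell, MHC class II or interferon response genes is drawn in Figure 7.

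Immune lists fell together. Median log2 ratios were -1.28 for 14 macrophage genes, -1.64 for 11 T cell genes, -0.69 for 10 B cell genes, -2.04 for 9 NK and cytotoxic genes, -0.76 for 5 plasma cell genes, -1.59 for 8 MHC class II genes and -1.19 for 14 interferon response genes, 4 of which belong to the interferon-inducible GTPases. Their percentiles among the matched random lists ran from 0 to 0.54. The markers of Figure 8 had a median of -1.27, and 3 of these 5 are also macrophage genes. The paper's FACS and staining found fewer macrophages and CD8 T cells in gWAT of these mice. If fewer macrophages at unchanged expression per cell lowered the Figure 7C genes, both lists would fall alike, and their medians differed by 0.052. This cannot be told apart from lower expression per cell, because the study picked the Figure 7C genes for their fall in these libraries.

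Other cell types rose by different amounts. Medians were 0.58 for 15 adipocyte genes, 0.76 for 9 mesothelial genes, 0.30 for 10 endothelial genes, 0.15 for 8 fibroblast and progenitor genes and 1.17 for 8 smooth muscle genes. A lower share of immune RNA would raise them alike. The lower quartile of the adipocyte genes lay 0.076 above the upper quartile of the endothelial genes, and the mesothelial median lay above the medians of both, so a lower immune share is argued against as the whole cause. A change within adipocytes or in the tissue sampled may add to it. Lipogenesis genes had a median of 0.51 and nuclear OXPHOS genes one of 0.16, with the brown and beige fat list at 0.27 and the thermogenic genes of Figure 5I at 0.45. Ribosomal protein genes were at -0.38. Skeletal muscle genes were at -0.39 over 6 tested genes, with a counting interval from -0.86 to 0.25 that holds 0, so no fall is read from them. Mammary epithelium genes were at -2.16 over 4 tested genes, a value that rests on Krt5 and Csn3, which went from about 9 and 2 reads to a listing of 0; it was -0.33 with no filter, -0.17 with a pseudocount of 1 FPKM and -0.16 on estimated reads, so no fall is read from it.

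Dnmt1 was not alone among the DNA methylation enzymes. Dnmt3a had a log2 ratio of -0.88 (interval -1.01 to -0.76), Tet2 one of -0.85 and Tet3 one of -0.50. Dnmt3b did not fall, at 0.04 (interval -0.84 to 0.88) from about 25 reads in each library. The median of the 5 tested enzymes was -0.85, and -0.47 with a pseudocount of 1 FPKM. The 9 proliferation genes had a median of -0.79, so fewer immune and dividing cells could lower Dnmt1, Dnmt3a, Tet2 and Tet3 too. Loss of Dnmt1 in adipocytes and that change cannot be told apart for Dnmt1, because both come with the genotype. Imprinted genes, which DNA methylation controls, had a median of 0.44 over 13 genes, 11 of them higher. The lists of other cell types rose too, with medians from 0.15 for fibroblast and progenitor genes to 1.17 for smooth muscle genes. A change in the shares of cell types thus cannot be told apart from an effect on imprinting. Germline genes kept silent by methylation had a median of 0.74 over 5 tested genes, inside the middle 95% of random lists. It was -0.38 on estimated reads, so the list shows no common direction. Its gene with the most reads, Sycp3, rose from 52.1 to 120 FPKM, a log2 ratio of 1.21 (interval 1.12 to 1.30). At 52.1 FPKM Sycp3 was not silent in fl/fl, so its rise is not read as a loss of silencing. Dpep3 fell from about 22 to 8 reads (interval -2.82 to -0.22). Both were singled out after their values were seen. The intervals of the other 3 hold 0, among them Brdt, at -0.38 from about 70 and 53 reads (interval -0.93 to 0.15). The 4 Y-linked genes and Xist are not listed in the table.

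More genes were lower than higher. On the deposited scale, 66.3% of calls with the whole counting interval past the threshold were lower, which argues against counting error of low genes, and in each of 5 classes of gene length at least 54.2% of calls were lower, so length does not account for it. The balance follows the scale chosen. The lowest share of lower calls over 3 scalings was 48.3% among all calls and 54.2% among calls with the whole interval past the threshold, with a shift of 0.089 on the log2 scale. Scaling cannot be told apart from an excess of lower genes for either, because nothing in the libraries fixes the scale.

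Entries that fell to or rose from a listing of 0 are among the largest changes. Of 321 unnamed transcripts with at least 2 FPKM in 1 library, 3.43% are listed at 0 in the other, against 0.018% of 10896 named genes. This is consistent with the counting giving reads of one gene to different copies, so such entries were not read as changes in expression. Cyp2e1 rose from 32.8 to 281 FPKM and Actg2 from 9.41 to 56.8 FPKM. These genes were singled out after their values were seen, and no explanation was tested for them.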
